# Kidney Tertiary Lymphoid Structures in Lupus Nephritis Develop into Large Interconnected Networks and Resemble Lymph Nodes in Gene Signature

**DOI:** 10.1016/j.ajpath.2020.07.015

**Published:** 2020-08-17

**Authors:** Seyed Esmaeil Dorraji, Premasany Kanapathippillai, Aud-Malin Karlsson Hovd, Mikael Ryan Stenersrød, Kjersti Daae Horvei, Anita Ursvik, Stine Linn Figenschau, Dhivya Thiyagarajan, Christopher Graham Fenton, Hege Lynum Pedersen, Kristin Andreassen Fenton

## Abstract

Immune aggregates organized as tertiary lymphoid structures (TLS) are observed within the kidneys of patients with systemic lupus erythematosus and lupus nephritis (LN). Renal TLS was characterized in lupus-prone New Zealand black × New Zealand white F1 mice analyzing cell composition and vessel formation. RNA sequencing was performed on transcriptomes isolated from lymph nodes, macrodissected TLS from kidneys, and total kidneys of mice at different disease stages by using a personal genome machine and RNA sequencing. Formation of TLS was found in anti–double-stranded DNA antibody–positive mice, and the structures were organized as interconnected large networks with distinct T/B cell zones with adjacent dendritic cells, macrophages, plasma cells, high endothelial venules, supporting follicular dendritic cells network, and functional germinal centers. Comparison of gene profiles of whole kidney, renal TLS, and lymph nodes revealed a similar gene signature of TLS and lymph nodes. The up-regulated genes within the kidneys of lupus-prone mice during LN development reflected TLS formation, whereas the down-regulated genes were involved in metabolic processes of the kidney cells. A comparison with human LN gene expression revealed similar up-regulated genes as observed during the development of murine LN and TLS. In conclusion, kidney TLS have a similar cell composition, structure, and gene signature as lymph nodes and therefore may function as a kidney-specific type of lymph node.

Systemic lupus erythematosus (SLE) and lupus nephritis (LN) are chronic autoimmune diseases characterized by inflammation and damage in the kidneys.^1^^,^^2^ The deposition of immune complexes within the glomeruli and within the tubular interstitial membranes stimulates glomerular and tubular cells to produce chemokines that attract immune cells and can also activate intrinsic immune cells, such as macrophages and dendritic cells (DCs).^3^, ^4^, ^5^, ^6^, ^7^ This deposition led to an increased accumulation of immune cells within the kidneys during the development of LN.^8^

Chronic inflammatory processes, such as infection and autoimmunity, cause tertiary lymphoid structures (TLS) to develop within different organs.^9^ These structures, resembling secondary lymphoid organs,^10^ have been detected in patients with different diseases that affect the kidneys, such as IgA nephropathies^11^ and LN,^12^^,^^13^ and in calcineurin Aα heterozygous mice,^14^ lupus-prone mice,^15^ and during aging.^16^^,^^17^ The size and location of kidney biopsies make it difficult to assess the extent of the developed TLS in human LN. Whether TLS are sites for activation or inhibition of immune cells is still not known.^15^

Changes in gene expression during the development of LN have been extensively studied in human and murine LN.^18^, ^19^, ^20^ Most of the differences in gene expression observed in diseased LN kidneys compared with healthy kidneys are involved in the activation of the innate and the adaptive immune systems.^21^ This finding indicates that the formation of TLS might be an important feature of LN. In a longitudinal study on lupus-prone, New Zealand black × New Zealand white (NZB/W) F1 mice, the formation of renal immune aggregates resembling TLS during the progression of LN has been observed.^22^ We hypothesize that the gene profile of kidney-specific TLS is similar to the lymph nodes of lupus-prone mice in an active stage of disease. The present study was undertaken to characterize the cell composition and analyze the gene expression profile of macrodissected kidney-specific TLS compared with whole kidney and lymph nodes of lupus-prone mice during the development of anti–double-stranded DNA (dsDNA) antibody production and progression of LN in three different stages of the disease.

## Materials and Methods

### Animals

NZB/W mice were obtained from Jackson Laboratory (Bar Harbor, ME). Treatment and care of animals were conducted in accordance with guidelines of the Norwegian Ethical and Welfare Board for Animal Research, and the institutional review board approved the study.

### Isolation of Lymph Nodes and Kidneys from NZB/W Mice

Seven-week–old NZB/W mice (Table1) (*n* = 5), 20- to 41-week–old mice 4 to 14 weeks anti-dsDNA–positive (*n* = 12), and 28- to 39-week–old nephritic mice 5 to 13 weeks anti-dsDNA positive (*n* = 13) were sacrificed as described previously.^3^ The kidneys and renal lymph nodes were isolated and processed for RNA isolation immunohistochemistry analysis as described.^5^

**Table 1:** Mice Used in This Study

Mouse no.	Age, wk	Time of Anti-dsDNA antibody Positivity, wk	Proteinuria uristix	ACR	Histology Score (range, 0–4)	TLS test result	RNA Sequencing
**1**	**7**	**0**	**0**	**12**	**2**	**Negative**	**M1**
**2**	**7**	**0**	**0**	**4**	**2**	**Negative**	**M2**
**3**	**7**	**0**	**0**	**32**	**2**	**Negative**	**M3**
**4**	**7**	**0**	**0**	**28**	**2**	**Negative**	**M4**
**5**	**7**	**0**	**0**	**42**	**2**	**Negative**	**M5**
6	35	5	4	2729	4	Positive	NP
7	35	7	0	2	2	Positive	NP
**8**	**29**	**4**	**0**	**2**	**2**	**Positive**	**M6**
**9**	**28**	**4**	**0**	**NP**	**2**	**Positive**	**M7**
**10**	**28**	**4**	**0**	**8**	**3**	**Positive**	**M8**
**11**	**29**	**4**	**0**	**61**	**3**	**Positive**	**M9**
12	20	7	0	61	2	Positive	NP
13	36	4	0	226	3	Positive	NP
14	36	4	0	108	3	Positive	NP
**15**	**26**	**5**	**0**	**7**	**2**	**Positive**	**M10**
16	37	13	4	NP	NP	Positive	NP
17	36	9	4	NP	4	Positive	NP
18	36	11	4	NP	NP	Positive	NP
19	30	5	4	NP	4	Positive	NP
20	41	14	2	NP	2	Positive	NP
21	30	Negative	4	NP	3	Positive	NP
22	38	8	4	NP	NP	Positive	NP
23	41	6	2	NP	NP	Positive	NP
24	41	13	2	NP	NP	Positive	NP
**25**	**39**	**13**	**4**	**NP**	**4**	**Positive**	**M11**
26	28	9	4	NP	NP	Positive	NP
**27**	**36**	**10**	**4**	**NP**	**4**	**Positive**	**M12**
**28**	**36**	**13**	**4**	**NP**	**3**	**Positive**	**M13**
**29**	**28**	**5**	**4**	**NP**	**4**	**Positive**	**M14**
**30**	**37**	**11**	**4**	**NP**	**4**	**Positive**	**M15**

Bold indicates selected for RNA sequencing.

ACR, albumin/creatinine ratio (normal, 0 to <30; microalbuminuria, 30 to ≤300; clinical proteinuria, >300); NP, not performed; TLS, tertiary lymphoid structures.

### Determination of Proteinuria, Anti-dsDNA Antibodies by Enzyme-Linked Immunosorbent Assay, and Histologic Classification of Lupus Nephritis

Urine samples were tested every week until the onset of proteinuria. Full-blown LN was defined when proteinuria reached 4+, as determined by Urine Stix (Bayer Diagnostics, Bridgend, UK): 0 to 1+ was defined as <1 g/L (physiologic proteinuria); 2+, ≥1 to 3 g/L; 3+, ≥3 to 20 g/L; and 4+, ≥20 g/L. End point urine were collected if possible and analyzed using the albumin/creatinine ratio (ACR) assay kit from PromoKine (Heidelberg, Germany). ACR results were defined as follows: normal, 0 to <30; microalbuminuria, 30 to ≤300; and clinical proteinuria, >300. However, chronic kidney disease may be present if ACR ≥30. Blood samples were taken every week until anti-dsDNA positivity was detected; thereafter, samples were taken every second week until proteinuria was detected. Serum samples were collected and stored at −20°C until use. Serum antibodies against dsDNA were determined by enzyme-linked immunosorbent assay as previously described.^23^^,^^24^ Sera were diluted twofold from 1/100 to 1/6400 in phosphate-buffered saline (PBS) (0.02% Tween), and the positive control 163c3 anti-dsDNA monoclonal antibody (kindly provided by T.N. Marion, The University of Tennessee Health Science Center, Memphis, TN^25^) was included in each enzyme-linked immunosorbent assay for assay validation and determination of cut-off value. The optical density cut-off values were set to >0.2 at A493, and positive titers were determined when 40% of positive control mAbs was reached. Classification of kidney damage was analyzed based on the 2019 European League Against Rheumatism and the American College of Rheumatology criteria.^26^ Pathologic findings were scored by observers who were blinded to the genotype. Paraffin-embedded sections 4 mm thick were dewaxed and stained with hematoxylin and eosin. The sections were scanned using a VS120 virtual slide microscope (Olympus, Asker, Norway). Each kidney was examined at ×400 magnification and scored from 0 to 4 based on the following features: glomerular size and hypercellularity, changes in glomerular matrix, and the degree of hypercellularity in the tubulointerstitium.

### Immunohistochemistry

Immunohistochemistry using Polink-2 Plus HRP detection kits for tissue (anti-rabbit and anti-rat) (Golden Bridge International Inc., Mukilteo, WA) was performed on Zink- or 4% paraformaldehyde-fixed kidneys embedded in paraffin. Anti-mouse CD3 was obtained from Dako (Glostrup, Denmark). Anti-mouse CD45R (B220) was purchased from R&D Systems (Minneapolis, MN). Antibodies against mouse B-cell lymphoma 6 (BCL6), CD21, and lymphotoxin β-receptor (LTBr) were purchased from Abcam (Cambridge, UK). Anti-mouse peripheral lymph node addressin (PNAD) and anti-mouse F4/80 were obtained from BioLegend (San Diego, CA). Anti-mouse monoclonal anti-DC antibody (MIDC)-8 was obtained from Nordic BioSite (Oslo, Norway). Images were collected with an Olympus microscope (BX51 and DP74).

### Immunofluorescence

Immunofluorescence staining was performed on 5-μm kidney cryosections. The sections were dried at room temperature for 30 minutes and then fixed for 5 minutes in 4% paraformaldehyde. Sections were washed three times in 1× PBS for 5 minutes each and incubated with blocking serum (1× PBS with 10% donkey serum) (AB7475, Abcam) for 30 minutes. The sections were incubated with primary antibodies [B220 and muscle, intestine and stomach expression (Mist) (BHLHA15, Biorbyt, Cambridge, UK) or B220 and forkhead box P3 (FoxP3) (Novus Biologicals, Bio-Techne Ltd., Abingdon, UK)] for 30 minutes and washed three times in 1× PBS for 5 minutes each. The sections were incubated with secondary antibody (AF488 anti-rat IgG and AF546 anti-rabbit IgG) for 30 minutes in the dark and were washed three times in 1× PBS for 5 minutes each. The sections were carefully dried and mounted using 10 μL of DAPI (Invitrogen, Fisher Scientific, Oslo, Norway). For each sample, a negative control was prepared by the same procedure with an irrelevant control antibody. Images were collected with an Olympus microscope (BX51 and DP74).

### Three-Dimensional Structure of TLS with Adjacent Arteries and Veins

Serial kidney sections (10-μm thick) from a NZB/W mouse were stained with hematoxylin, and images were obtained at ×4 magnification. The TLS, arteries, and veins were outlines, reconstructed, and visualized in three dimensions using the TrakEM2 plugin in ImageJ software version 1.52 (NIH, Bethesda, MD; *http://imagej.nih.gov/ij*).

#### Total RNA Extraction from Lymph Nodes, TLS, and Kidney Tissue

Total RNA of lymph nodes from 4- and 8-week–old and proteinuric mice, or immune aggregates/TLS dissected manually under the loupe (magnification, ×10) from proteinuric kidney, or kidney tissue from the same kidney, were purified by TRIzol regent (Ambion, Thermo Fisher, Oslo, Norway) according to manufacturer's instructions. Total RNA of lymph nodes from anti-dsDNA antibody–positive mice were isolated using miRNeasy mini kit (Qiagen, Oslo, Norway). The concentration and quality of extracted total RNA were assessed using the Agilent RNA 6000 nano kit with the Agilent 2100 Bioanalyzer instrument (Agilent, Matriks AS, Norway). All RNA used in this study had an RNA integrity number ≥7.

#### Total RNA Extraction from Total Kidney

Total RNA samples were prepared for sequencing using the Qiagen Allprep total RNA kit (Qiagen). Briefly, tissue sections (20 to 30 μg) taken from the middle of the kidneys were lyzed and homogenized in 600 μL of Buffer RLT in 2 mL of Magna Lyser green beads tubes (Roche Life Sciences, Oslo, Norway) at 600 × *g* for 30 seconds using the Precellys 24 tissue homogenizer (Bertin Technologies, Aix-en-Provence, France). The lysates were centrifuged at full speed for 3 minutes, the supernatant was carefully transferred to the AllPrep spin column, and RNA isolation was performed according to the manufacturer's protocol. The isolated RNA was analyzed by Agilent. Only RNA samples of high quality (RNA integrity number ≥8.0) were used. Sequencing of total kidney mRNA was performed by Eurofins Genomics (Ebersberg, Germany) using the Illumina HiSeq 2000 system.

### Sequencing of Paired Lymph Nodes, TLS, and Kidneys

#### Library Preparation

Polyadenylated mRNA was isolated from total RNA using Dynabeads mRNA Direct Micro Kit (Ambion, Thermo Fisher) followed by its fragmentation using RNase III with mean sizes of 100 to 200 nt. The fragmented mRNA was cleaned and the yield and size distribution determined using the Agilent RNA 6000 Pico kit with the Agilent 2100 Bioanalyzer instrument. After adapter ligation at both ends of fragmented mRNA, reverse transcription was performed, followed by PCR amplification. After purification of amplified cDNA, the yield and size distribution were analyzed using an Agilent High Sensitivity DNS kit with Agilent 2100 Bioanalyzer instrument.

#### Sequencing

All libraries were amplified with emulsion PCR (Ion One Touch 2 instrument), and enrichment of template Ion Sphere Particles was performed with the Ion One Touch ES system. Quality control of Ion Sphere Particles was performed with an Ionsphere Quality Control kit using Qubit version 2.0 (Life Technologies, Thermo Fisher, Oslo, Norway). The enriched Ion Sphere Particles were sequenced using an Ion Torrent 316 chip with sequencer Ion Torrent Personal Genome Machine (Ion Torrent PGM) according to manufacturer's instructions.

#### Bioinformatics Analysis

All sequences were imported and analyzed in CLC Genomics Workbench 8 (CLCbio, Aarhus Denmark). Adaptor sequences were trimmed, and RNA sequencing was conducted using Mus_musculus GRCm 38.80 as a reference genome by default.

### Deep Sequencing of Whole Kidney Sections

#### RNA Sequencing

RNA sequencing cDNA libraries were prepared from the total RNA isolated from kidneys of 15 NZB/W F1 mice (Table 1). Fifteen 3′-fragments with an insert size of approximately 200 to 450 bp were prepared and sequenced using the Illumina HiSeq 2000 version 3.0 system (Eurofins Genomics). The samples were divided into three channels with five libraries per channel containing 1 × 100-bp single-read module. The sequences were demultiplexed according to the 6-bp index code allowing 1 mismatch (Eurofins Genomics).

#### Alignments and Assignment of Reads to Genes

Eurofins Genomics performed alignments and assignment of reads to genes. The alignment of reads to a reference sequence was performed using the BWA-backtrack version 0.6.2-r126 (*http://bio-bwa.sourceforge.net*, last accessed June 18, 2019). Raw read counts were created using HTSeq with Python software version 2.7 (Python Software Foundation, Fredericksburg, VA; *https://www.python.org*). Reads with unique mapping positions were considered for read counting. Paired-end reads that were mapped to the same reference with approximately the expected insert size were counted as one read. Paired-end reads that were mapped to different references or with an unexpected insert size were counted as two reads. If only one read of a pair was mapped, it was counted as one read. Only reads that overlapped exon features were counted. All reads mapping to features with the same identifier were summed. The gene attribute was used as feature identifier. Reads mapping to multiple features with different identifier were ignored for read counting. The mean read length was 100.0 (Eurofins Genomics).

#### Filtering and Normalization for Composition Bias

The CPM (counts per million) function from the *edgeR* library was used to generate the CPM values; the CPM values were further filtered. The ratio of RNA production was estimated by using a weighted trimmed mean of log expression ratios called the trimmed mean of M values. The *calcNormFactors* function from *edgeR* package calculated the normalization factors among libraries. These normalization factors are rescaled by the mean of the normalized library sizes. Normalized read counts were obtained by dividing raw read counts by these rescaled normalization factors. This was performed to eliminate composition biases among libraries.^27^ A multidimensional scaling plot was generated with the plotMDS function from limma package. Distances between samples was calculated with leading fold change defined as the root mean square of the largest 500 log2 fold changes among samples.

#### Differential Expression Analysis

Differential expression analysis was performed using the edgeR package.^28^ Differential expression data were filtered to contain a false discovery rate <0.05. An empirical Bayes procedure was used to shrink the dispersions toward a consensus value, borrowing information among genes. The results were tested for differential expression using the generalized linear model likelihood ratio test. The likelihood ratio test was performed by estimating two groups and by comparing the fit of one group with the fit of the other. To deal with multiple tests, individual tests were made with separate computations to test for different contrasts. Three different contrasts were made to test the hypothesis that the different coefficients in each contrast (ie, the three different groups) were equal. The glmLRT function from edgeR was used to conduct likelihood ratio tests for the coefficients in the linear model, such as the Fisher exact test, and adapted for over dispersed data.^27^ The results were corrected for multiple hypothesis testing via the Benjamini-Hochberg procedure. For each gene, an adjusted *P* value was calculated to enable the expected proportion of positive results returned that were false-positive results (ie, false discovery rate). Venn diagrams were drawn to visualize the overlap between up-regulated and down-regulated genes among all three groups using the vennDiagram package from limma. All relevant data have been deposited in the Gene Expression Omnibus (*https://www.ncbi.nlm.nih.gov*; accession number GSE155405).

### Statistical Analysis

GraphPad Prism software version 5.0 (GraphPad Software, San Diego, CA) was used to perform statistical comparison analyses. Results are expressed as means ± SEM. Statistical significance was set at *P* < 0.05. Statistical significance was assessed using a paired *t*-test, one-way or two-way analysis of variance, followed by the Bonferroni posttest as indicated in the figures. Differentially expressed (DE) genes were divided into up-regulated and down-regulated genes, according to an adjusted *P* <0.05 and logFC value 1.0/−1.0, respectively. Venn diagrams were drawn to visualize the overlapping of DE genes using the groupings from the multidimensional scaling plot plot. Statistical significance is indicated as follows in the figures. A Spearman's correlation matrix was generated based on clinical parameters and gene expression.

## Results

### TLS Occur Close to the Pelvic Wall, Large Arteries, and Large Veins and Are Organized into Large Interconnected Networks of Immune Aggregates within the Kidneys of Lupus-Prone Mice

The production of anti-dsDNA antibody was measured every week until antibody-positive titer and then every second week until onset of proteinuria or until the mice reached 4 to 5 weeks with antibody positivity (Figure 1A and Table 1). All mice with anti-dsDNA antibody-positive titer for 4 to 5 weeks had developed TLS near the pelvic wall, large arteries, and large veins (Figure 1, B–E). Some mice had TLS within the perirenal fat (Figure 1, C and E). Smaller TLS were also detected in the cortex of kidneys from proteinuric mice (Figure 1, C and F). To examine the structural specifications of TLS and to investigate whether the TLS developed in separate regions of the kidneys, a three-dimensional structure of serial sections of a whole kidney was made (Figure 1G). The three-dimensional structure revealed an interconnected large network of immune aggregates located close to or surrounding the arteries and veins (Figure 1G). The larger structures were found in the renal pelvic area between the pelvic wall and the biggest veins (Figure 1G), whereas the smaller structures were located around the arteries in the superior and inferior sections of the kidney (Figure 1G).

**Figure 1:**
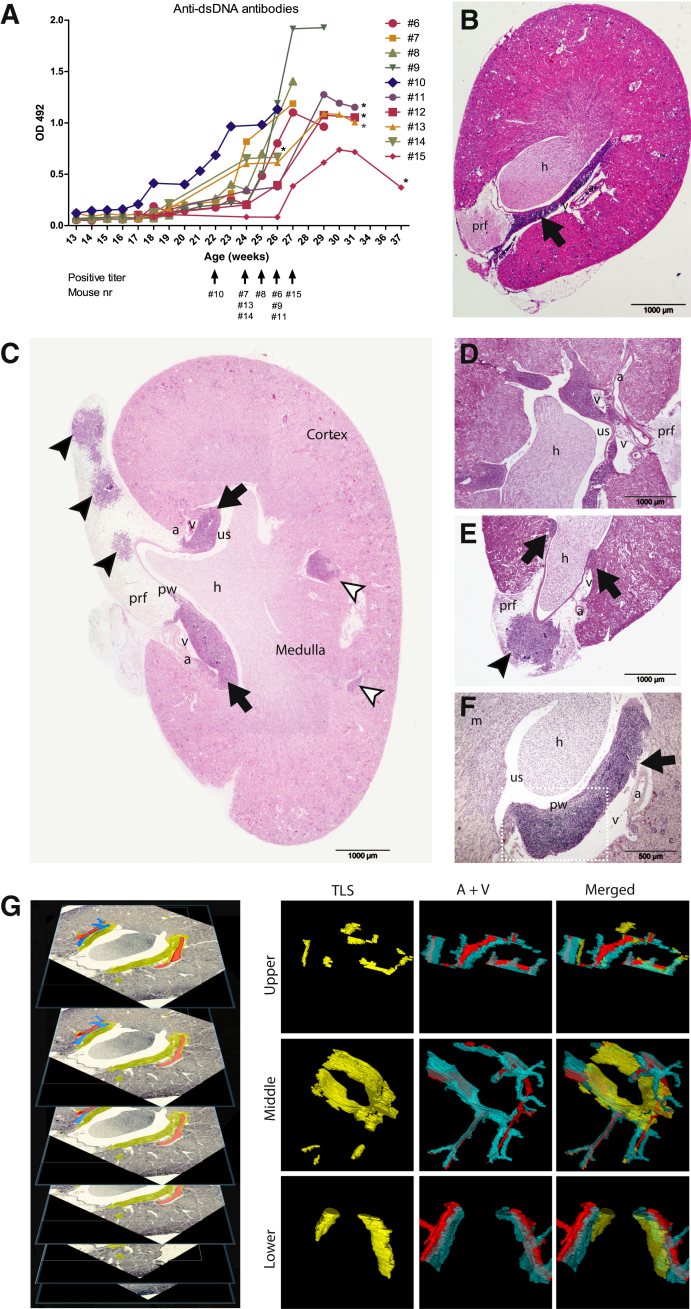
All mice with anti–double-stranded DNA (dsDNA) antibody production for 4 to 5 weeks had large tertiary lymphoid structures (TLS) within the pelvic area connected to the biggest veins and arteries. **A:** The anti-dsDNA antibody production in sera was followed by an in-house enzyme-linked immunosorbent assay. The absorbance was measured at OD 492, and antibody titer was calculated based on 40% of the positive control. The figure shows the results of the mice later selected for deep sequencing (M6-M15) (Table 1). **Asterisks** indicate proteinuric mice (group 3). **B** and **F:** Transverse sections of kidneys revealed large TLS (**black arrows**) in connection to the pelvic wall and close to the biggest veins and arteries. **C** and **D:** Longitudinal sections present several areas with immune aggregates organized as TLS. **C** and **E:** TLS (**black arrows**) are also detected in the perirenal fat (**black arrowheads**) and in the cortex of proteinuric mice (**white arrowheads**). **G:** A kidney from a proteinuric mouse divided into three parts was serial sectioned and stained with eosin. The TLS, largest veins, and largest arteries were depicted in ImageJ software version 1.52 and assembled as a three-dimensional structure. The sections from the kidney were highlighted for TLS (yellow), arteries (red), and veins (blue), and the layers were merged into three figures depicting the upper, middle, and lower parts of the kidney. Stippled squares in **panel F** depict area of interest in Figure 2A. The images are representative of group 2 and group 3 mice. Scale bars: 1000 (**B**–**E**); 500 μm (**F**). Original magnification, ×4 (**G**). a, artery; h, hilum; m, medulla; prf, perirenal fat; pw, pelvic wall; us, urinary space; v, vein.

### TLS Contain All Cells Needed To Be a Functional Immunologic Site for Activation and Regulation of Immune Cells

Most cells in TLS were CD3^+^ T cells with surrounding characteristic B220^+^ B-cell areas (Figure 2A). The B-cell areas contained a network of CD21^+^ follicular DCs (FDCs) (Figure 2A), and the T-cell areas were rich in activated MIDC-8^+^ DCs (Figure 2A8) and a few FoxP3^+^ cells (Figure 2B). F4/80^+^ macrophages were detected within the pelvic wall, in the TLS close to the kidney tissue or perirenal fat, and interspersed within the structure (Figure 2A). PNAD and high endothelial venules (HEVs) were detected within the pelvic wall (Figure 2A). The presence of germinal centers (BCL6) was detected in larger TLS (Figure 2A). Mist and plasma cells were detected within the TLS in areas outside the dense B-cell zones and germinal centers (Figure 2C). In the large aggregates, many small microvessels were detected throughout the structure, whereas HEVs were mostly located along the pelvic wall (Figure 2D). Large lymphatic vessel endothelial hyaluronan receptor 1–positive thin vessels were identified and contained CD3^+^ and B220^+^ T and B cells, in addition to a few MIDC-8^+^ DCs (Figure 2E). Previously obtained animals (*n* = 49^3^^,^^5^) were analyzed for the presence of TLS, and a high correlation between the anti-dsDNA antibody titer and development of TLS was observed (Table 2). Even in mice negative for anti-dsDNA antibody, small aggregates of CD3^+^ T cells and F4/80^+^ macrophages could be observed within the pelvic wall of the kidneys (Figure 2F).

**Figure 2:**
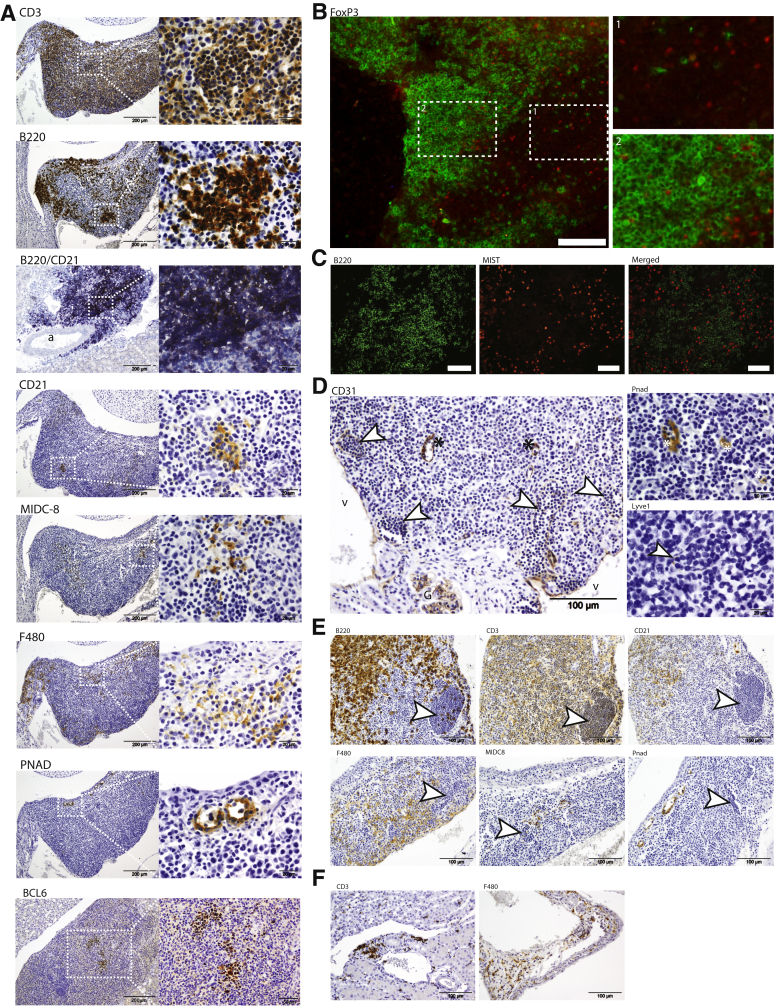
T cells and B cells are prominent cells of tertiary lymphoid structures (TLS) and are organized into distinct T- and B-cell areas with a large network of blood and lymph vessels. **A:** Immunohistochemistry performed with anti-CD3 detecting T cells, anti-B220 detecting B cells, anti-CD21 detecting follicular dendritic cells (FDCs), double staining B220 (purple) and CD21 (brown), anti-F4/80 detecting macrophages, anti–peripheral lymph node addressin (PNAD) (MECA-79) detecting high endothelial venules (HEVs), anti–monoclonal anti–dendritic cell (DC) antibody (MIDC)-8 detecting activated DCs, and anti–B-cell lymphoma 6 (BCL6) detecting germinal center B and T cells. **B:** Immunofluorescence performed with anti–forkhead box P3 (FoxP3) detecting regulatory T cells and anti-B220 detecting B cells. **C:** Immunofluorescence performed with anti-B220 detecting B cells and anti– muscle, intestine and stomach expression (Mist)-1 detecting plasma cells. **D:** CD31 staining detecting endothelial cells reveals a network of different vessels with positive wispy cells in larger vessels (**white arrowheads**) and microcapillaries or thicker cells as in HEVs (**black asterisk**). The HEVs stained positively for PNAD (**white asterisks**), and some of the thin vessels are lymphatic vessel endothelial hyaluronan receptor 1 positive. **E:** The larger thin vessels (**white arrowheads**) are filled with leukocytes that were mostly CD3-positive T cells and B220-positive B cells and a few MIDC-8–positive DCs. None of the immune cells within the vessels were F4/80 or CD21-positive macrophages and FDCs, respectively. **F:** In young anti–double-stranded DNA–negative mice, CD3-positive T cells and F480-positive macrophages could be detected within the pelvic wall. Scale bars: 200 μm (**A**, **left column**); 100 μm (**B**; **D**, **left column**, **E**, and **F**); 20 μm (**A** and **D**, **right columns**); 50 μm (**C**). Original magnification: ×10 (**A**, **left column**); ×20 (**B**, and **D**, **left column**); ×60 (**A**, **right column**, and **C**). G, glomerulus; v, vein.

**Table 2:** Spearman Correlation Matrix of Real-Time Quantitative PCR Result and Clinical Parameters

	Age	Weeks of Anti-dsDNA Antibody	Titer	Proteinura	ACR	Histologic Score	*Ltb*	*Ltbr*	RANKL	*Ccl21a*	*Cxcl13*	*CCR7*	Aid	*Vcam1*	*Icam1*	*Pou2af1*	Glycam
Age		**0.902**	**0.895**	**0.625**	0.142	**0.789**	**0.726**	0.430	**0.574**	0.324	**0.794**	**0.801**	**0.658**	**0.828**	**0.885**	**0.761**	**0.682**
Weeks of anti-dsDNA antibody	**<0.001**		**0.796**	**0.646**	0.302	**0.788**	**0.775**	**0.631**	**0.549**	**0.529**	**0.762**	**0.877**	**0.681**	**0.844**	**0.905**	**0.729**	**0.784**
Titer	**<0.001**	**<0.001**		0.360	0.209	**0.678**	**0.805**	0.186	**0.752**	0.324	**0.855**	**0.831**	**0.814**	**0.733**	**0.778**	**0.783**	**0.630**
Proteinura	**0.013**	**0.009**	0.187		0.502	**0.845**	0.244	**0.768**	-0.070	0.244	0.279	**0.558**	0.035	**0.768**	**0.713**	0.367	0.489
ACR	0.677	0.366	0.537	0.115		0.466	0.342	0.306	0.064	**0.790**	0.215	0.466	0.073	0.479	0.098	0.368	0.393
Histologic score	**<0.001**	**<0.001**	**0.006**	<0.001	0.148		**0.637**	**0.562**	0.318	0.442	**0.651**	**0.826**	0.425	**0.908**	**0.893**	**0.653**	**0.647**
*Ltb*	**0.002**	**0.001**	**<0.001**	0.380	0.303	**0.011**		0.171	**0.875**	**0.575**	**0.914**	**0.814**	**0.893**	**0.736**	**0.780**	**0.903**	**0.829**
*Ltbr*	0.110	**0.012**	0.507	**0.001**	0.360	**0.029**	0.541		-0.089	0.254	0.175	0.457	0.107	**0.543**	0.486	0.216	0.393
Rankl	**0.025**	**0.034**	**0.001**	0.805	0.852	0.247	**<0.001**	0.752		0.229	**0.818**	**0.621**	**0.929**	0.454	**0.560**	**0.806**	**0.664**
*Ccl21a*	0.239	**0.043**	0.238	0.380	**0.004**	0.099	**0.025**	0.362	0.413		0.450	**0.518**	0.311	**0.543**	0.451	0.463	0.504
*Cxcl13*	**<0.001**	**0.001**	**<0.001**	0.314	0.526	**0.009**	**<0.001**	0.533	**<0.001**	**0.092**		**0.825**	**0.854**	**0.782**	**0.846**	**0.888**	**0.704**
*Ccr7*	**<0.001**	**<0.001**	**<0.001**	**0.031**	0.149	**<0.001**	**<0.001**	0.087	**0.013**	**0.048**	**<0.001**		**0.675**	**0.846**	**0.886**	**0.767**	**0.704**
Aid	**0.008**	**0.005**	**<0.001**	0.902	0.831	0.115	**<0.001**	0.704	**<0.001**	0.260	**<0.001**	**0.006**		**0.536**	**0.635**	**0.806**	**0.711**
*Vcam1*	**<0.001**	**<0.001**	**0.002**	**0.001**	0.136	**<0.001**	**0.002**	**0.037**	0.089	**0.037**	**0.001**	**<0.001**	**0.040**		**0.925**	**0.797**	**0.768**
*Icam1*	**<0.001**	**<0.001**	**0.001**	**0.004**	0.789	**<0.001**	**0.001**	0.078	**0.037**	0.106	**<0.001**	**<0.001**	**0.015**	**<0.001**		**0.815**	**0.780**
*Pou2af1*	**0.001**	**0.002**	**0.001**	0.179	0.265	**0.008**	**<0.001**	0.439	**<0.001**	0.082	**<0.001**	**0.001**	**<0.001**	**<0.001**	**<0.001**		**0.883**
Glycam	**0.005**	**0.001**	**0.012**	0.065	0.232	**0.009**	**<0.001**	0.147	**0.007**	0.056	**0.003**	**0.003**	**0.003**	**0.001**	**0.001**	**<0.001**	

Bold indicates significantly correlated at *P* < 0.05. ACR, albumin/creatinine ratio; dsDNA, double-stranded DNA.

### Comparison of DE Genes in Isolated TLS, Kidney Tissues, and Lymph Nodes Reveals Similarities between Lymph Nodes and TLS

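The experiment comprised 14 Ion Torrent PGM libraries of poly(A) RNA from NZB/W mice, a lupus-prone cross. From proteinuric mice there were 10 libraries, 4 of kidney, 3 of TLS dissected by hand under a loupe and 3 of lymph node. They came from mice 6, 20 and 117, aged 39, 36 and 32 weeks in the labels, and from a further mouse aged 25 weeks, younger than the 28 weeks that the paper gives as the lowest age of nephritic mice. Mouse 117 had no TLS library and the mouse aged 25 weeks no lymph node library. The other 4 libraries were lymph nodes, 3 of anti-dsDNA antibody-positive mice and 1 labelled young. One of the antibody-positive mice was aged 18 weeks in the labels, below the lowest age of 20 weeks that the paper gives for such mice. The paper's text gives n = 3 and the labels give 4 kidney libraries, all of which were kept. RNA of the antibody-positive lymph nodes was isolated with the miRNeasy kit, and all other RNA with TRIzol. The authors trimmed, mapped and counted the reads per gene in CLC Genomics Workbench 8 against GRCm38, and their table lists these counts divided by a DESeq size factor per library. The size factor of a library was taken as 1 over its smallest listed value, so no product with it can be below 1. In 100% of cases, the listed value times this factor was a whole number. DESeq size factors computed from these whole numbers equalled the factors so taken. A listed value was therefore read as the number of reads plus 1, divided by the size factor. The recovered reads per library ranged from 346568 to 377110 in kidney (median 364682), from 378967 to 443379 in TLS (median 396859) and from 343825 to 435906 in lymph node of proteinuric mice (median 395828). The antibody-positive lymph nodes had between 399207 and 423814 reads and the library labelled young 368940. Ribosomal RNA genes took 55.6% of the reads in kidney of mouse 117, 31.8% in lymph node of mouse 6 and 21.3% in TLS of the mouse aged 25 weeks, and at most 5.33% in each other library. Size factors ranged from 0.563 to 1.27. Differential expression was tested with limma (with trend and robust moderation) on log2(value + 1) in one fit of the 10 libraries of proteinuric mice. The fit covered the 7382 genes with a mean value of at least 5, and a gene with a Benjamini-Hochberg adjusted p under 0.05 is called DE. Fold changes are on the log2(value + 1) scale, which understates the change of genes with few reads. Where a gene had at most 3 reads in each library of a tissue, the fold change against that tissue is given as a lower bound, taken against the value of 3 reads in its shallowest library. A count of 3 reads was worth a value between 2.36 and 5.32 in these libraries. Such limits cover counting error only, because copies made by PCR are not separate molecules. Gene positions are those of GRCm38 in the GENCODE M21 annotation.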

To investigate whether the TLS resembles lymph nodes with respect to gene expression, total RNA was isolated from renal draining lymph nodes, kidney, and TLS dissected from kidney (*n* = 3). The gene expression was analyzed by the Ion Torrent PGM system, and 13,982 DE genes were identified in a comparison of genes between TLS and kidney, lymph nodes versus kidney, and TLS versus lymph nodes (Supplemental Table S1). 

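The table lists 13982 genes with a value in each of the 14 libraries. No read was counted for 406 of these genes in any library, so the 13982 genes are those listed, not those past a threshold. Each library had at least 1 read on between 7585 genes (kidney of mouse 117) and 11766 genes (TLS of mouse 20). The table names genes by symbol. An Ensembl identifier was found for 3689 genes in the paper's supplement and for 9748 more by their symbol in the annotation, and 545 genes were left without one.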

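The comparison of kidney versus lymph node gave 3230 DE genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 43.8% of the 7382 genes tested. Kidney versus TLS gave 1084 (14.7%), and lymph node versus TLS gave 780 (10.6%). At an unadjusted p under 0.05 the counts were 3762, 2156 and 1671, respectively. Each TLS library had more reads (378967 or more) than each kidney library (377110 or fewer), while the lymph node libraries of proteinuric mice spanned both ranges. Kidney versus TLS changed most when TLS of mouse 6 was left out, to 530 DE genes, and lymph node versus TLS then had 977. The other 2 comparisons changed most under an alternative chosen after seeing the data, DESeq2's Wald test on the reads plus 1 of all 14 libraries. With it, the number of lymph node versus TLS DE genes was 1312, that of kidney versus lymph node DE genes 4444 and that of kidney versus TLS DE genes 1083. Kidney versus lymph node thus had the most DE genes in these fits, whereas the order of the other 2 comparisons depended on the libraries and on the test.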

Figure 3A shows a Venn diagram of the significantly DE genes in the different comparisons (Supplemental Tables S2–S4). 

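Of the 1084 DE genes between kidney and TLS, 448 (41.3%) were up-regulated in kidney and 636 in TLS. The paper's supplement lists 427 genes as up-regulated in kidney, which differs from the number in its text. The share up-regulated in kidney was 24.1% with edgeR's quasi-likelihood test on the recovered reads and 28.1% with DESeq2's Wald test, both of which scale the libraries on the reads before a read is added. When TLS of mouse 6 was left out, 146 genes were higher in kidney than in TLS and 384 higher in TLS than in kidney. The values of the libraries of kidney and TLS did not overlap for 1872 of the 7382 genes (25.4%, where chance gives 5.71%). Among the genes up-regulated in TLS, Glycam1 (ENSMUSG00000022491; chromosome 15, 103562759 to 103565081) had a value of 183 ± 78.1 in TLS (SD, n = 3) and 2.43 ± 2.35 in kidney (SD, n = 4). Its log2 fold change of kidney over TLS was -5.88 (standard error 0.46, limma, Benjamini-Hochberg adjusted p = 2.88e-05). The value of Ly6d (ENSMUSG00000034634; chromosome 15, 74762056 to 74763620) was 316 ± 250 in TLS (SD, n = 3) and 4.20 ± 2.73 in kidney (SD, n = 4), a log2 fold change of -5.72 (standard error 0.55, limma, Benjamini-Hochberg adjusted p = 6.39e-05). The immunoglobulin heavy-chain constant region genes Ighg2c, Ighg3 and Ighg1 lie on chromosome 12 between 113285325 and 113361232. They had log2 fold changes of -5.15, -5.24 and -5.22 (limma, Benjamini-Hochberg adjusted p = 0.000122, 0.000291 and 0.00252). These 3 genes are alike in sequence, so the authors' counting could have split reads between them. The B-cell gene Cd79b (ENSMUSG00000040592; chromosome 11, 106311341 to 106314762) had a value of 121.0 ± 30.7 in TLS (SD, n = 3) and 5.92 ± 4.27 in kidney (SD, n = 4), and a log2 fold change of -4.38 (standard error 0.50, limma, Benjamini-Hochberg adjusted p = 0.000155). The plasma cell gene Mzb1 (ENSMUSG00000024353; chromosome 18, 35647267 to 35649367) had a log2 fold change of -4.94 (standard error 0.56, limma, Benjamini-Hochberg adjusted p = 0.000155). Upk3a (ENSMUSG00000022435; chromosome 15, 85017141 to 85022547), a gene of the urothelium, had a value of 154 ± 121 in TLS (SD, n = 3) and 5.06 ± 2.59 in kidney (SD, n = 4), with a log2 fold change of -4.42 (standard error 0.56, limma, Benjamini-Hochberg adjusted p = 0.000333). Among the genes up-regulated in kidney, Ugt1a2 (ENSMUSG00000090171; chromosome 1, 88200601 to 88218997) had a value of 63 ± 21.8 in kidney (SD, n = 4) and 6.07 ± 4.31 in TLS (SD, n = 3), a log2 fold change of 3.41 (limma, Benjamini-Hochberg adjusted p = 0.000807). This gene overlaps Ugt1a10 (chromosome 1, 88055388 to 88219004; log2 fold change 2.63), and reads in the exons they share could have been counted on either. Slc26a1 (ENSMUSG00000046959; chromosome 5, 108669878 to 108675569) and Smlr1 (ENSMUSG00000096546; chromosome 10, 25527943 to 25536267) had at most 2 reads in each TLS library, and their values in kidney were at least 6.54-fold and at least 4.61-fold higher. Acmsd, Slc22a8, Slc12a3 and Igfbp4 had log2 fold changes of 2.63, 2.56, 2.20 and 1.79, in the same direction.

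**Figure D1:**
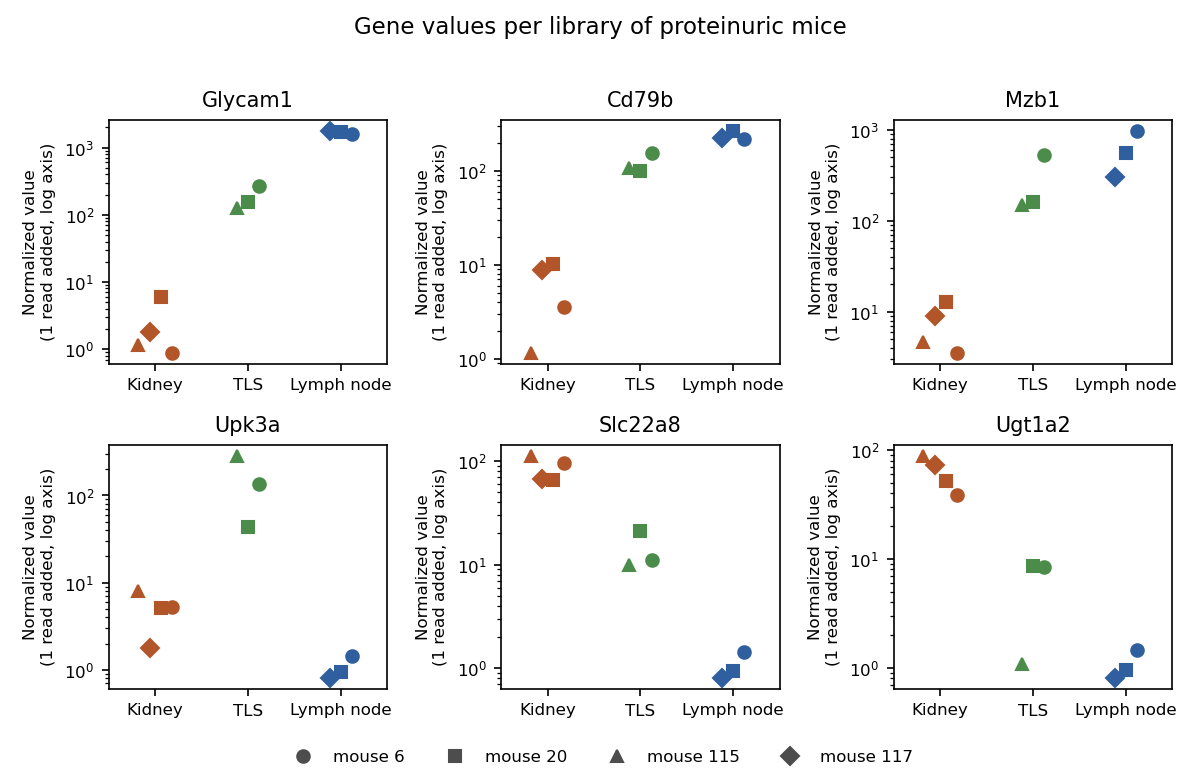
Normalized values of 6 genes (number of reads plus 1, divided by the size factor; log axis) in each library of kidney (n = 4), TLS (n = 3) and lymph node (n = 3) of proteinuric mice, with a symbol per mouse. Glycam1, Cd79b and Mzb1 were higher in each TLS library than in each kidney library, Upk3a was higher in TLS than in both other tissues, and Slc22a8 and Ugt1a2 were highest in kidney.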

Kidney versus TLS reveled 1071 DE genes, where 371 genes were up-regulated in kidney and 644 genes were up-regulated in TLS (Figure 3, A and B, and Supplemental Table S2), whereas kidney versus lymph nodes had the most DE genes (Figure 3, A and B, and Supplemental Table S3). 

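Genes up-regulated in TLS compared with kidney (636 genes) were set against the 1532 genes up-regulated in lymph node compared with kidney, and 607 (95.4%) were in both lists. Of all 7382 genes tested, 20.8% were up-regulated in lymph node. Both lists were taken against the same 4 kidney libraries, so part of an overlap arises without any effect. In 20 simulations of unchanged groups against these libraries, 21.8% on average (15.8% to 26.5%) of the genes up-regulated at an unadjusted p under 0.05 in the first group were so in the second, against 93.2% in the data. At that threshold 2.12% of genes were up-regulated in the simulated lymph node group, against 24.4% in the data. The simulated overlap therefore leaves out what so many changed genes in lymph node would add. The correlation across genes of the log2 fold changes against kidney was 0.438 on average in the simulations and 0.864 in the data. Genes are not independent replicates. Variable, joining and diversity segments and constant regions of immunoglobulin and T-cell receptor genes made up 160 (25.2%) of the 636 genes and 159 of the 607. Without these genes and with library sizes recomputed, 463 genes were shared. The remaining 29 genes were up-regulated in TLS and not in lymph node. When TLS of mouse 6 was left out, 369 genes were shared and 15 were not.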

Comparing the 644 genes up-regulated in TLS with the genes significantly up-regulated in lymph nodes compared with kidney (Supplemental Table S3) revealed 600 common genes (Figure 3C). Reactome pathway analyzer recognized 400 of these genes, and Table 3 lists the top 20 enriched pathways. Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) functional enrichment analyses recognized 455 genes found in gene ontology pathways mostly involved in activation and regulation of the immune system (Table 4). 

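The cell types behind these genes were examined with lists of marker genes. The 7 B-cell genes were all DE between kidney and TLS and higher in TLS (limma, Benjamini-Hochberg adjusted p under 0.05), with a median log2 fold change of kidney over TLS of -2.94, or -2.05 with the 4 genes at or under 3 reads in each kidney library set at their bound. All 6 T-cell genes were higher in TLS (median -2.66, or -1.56 with 4 genes at their bound). Of the 5 plasma cell genes tested, 4 were higher in TLS (median -2.70, or -2.25 at the bound), as were 3 of 3 follicular T-helper cell genes (median -2.34, or -0.76 at the bound) and 3 of 6 macrophage genes (median -1.46). Both dendritic cell genes tested were higher in TLS (median -2.58, or -1.55 at the bound). Of the 2 germinal center genes tested, 0 were DE (median -0.94, or -0.612 at the bound), and 1, S1pr2, had an unadjusted p under 0.05 (limma, unadjusted p = 0.0173, 0.0891 after Benjamini-Hochberg adjustment). The regulatory T-cell genes Foxp3 and Ctla4 were below the filter and were not tested. Cxcl13 (ENSMUSG00000023078; chromosome 5, 95956951 to 95961068), the follicular dendritic cell gene tested, had a value of 32.8 ± 6.51 in TLS (SD, n = 3), at least 5.98-fold higher than in kidney. Ltb (ENSMUSG00000024399; chromosome 17, 35194439 to 35196320) had a log2 fold change of -4.32 and Ccl19 (ENSMUSG00000071005; chromosome 4, 42754525 to 42756577) of -3.71 (limma, Benjamini-Hochberg adjusted p = 0.000145 and 0.00131). Ccr7 and Pou2af1 had at most 1 read in each kidney library, and were at least 2.72-fold and at least 9.03-fold higher in TLS.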

Of interest, 62 TLS genes were found in the Gene Ontology term *hematopoietic or lymphoid organ development* (Table 4). 

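Of the 780 DE genes between lymph node and TLS, 655 were higher in TLS and 125 (16.0%) in lymph node. With edgeR's quasi-likelihood test on the recovered reads, 5.12% were higher in lymph node, and with all 7 lymph node libraries 34.8%. The number of genes higher in lymph node than in TLS depended on single libraries, with 31 without TLS of the mouse aged 25 weeks, 35 without lymph node of mouse 117 and 246 without TLS of mouse 6. Of the 655 genes, 625 (95.4%) were also up-regulated in kidney compared with lymph node, and 571 (87.2%) had a mean value in kidney at or above that in TLS. Genes of the kidney had the largest fold changes among them. Kap (ENSMUSG00000032758; chromosome 6, 133849851 to 133853762) had a value of 3334 ± 2589 in TLS (SD, n = 3) and 9804 ± 4769 in kidney (SD, n = 4), and at most 2 reads in each lymph node library of proteinuric mice, which puts TLS at least 767-fold higher than lymph node. Umod (ENSMUSG00000030963; chromosome 7, 119462711 to 119479282) had a value of 749 ± 239 in TLS (SD, n = 3), at least 172-fold higher than in lymph node. Spp1 (chromosome 5, 104435118 to 104441050) and Fxyd2 (chromosome 9, 45399669 to 45410278) had log2 fold changes of lymph node over TLS of -9.10 and -6.89 (limma, Benjamini-Hochberg adjusted p = 0.00124 and 1.53e-05). The share of the kidney value found in TLS differed between lists of nephron genes. Over genes at least 10-fold higher in kidney than in lymph node, the mean TLS value of the median gene was 23.6% of the mean kidney value for 14 genes of the proximal tubule, 21.1% for 3 genes of the distal convoluted tubule, 34.6% for 3 podocyte genes, 69.0% for 5 genes of the thick ascending limb and 76.1% for 4 genes of the collecting duct. The figure for the thick ascending limb rests on TLS of the mouse aged 25 weeks, at 142%, with 22.8% in TLS of mouse 6 and 42.0% in TLS of mouse 20. The collecting duct list was above the proximal tubule list in 3 of 3 TLS libraries, by 52.5 percentage points for these medians, with SDs between TLS libraries of 17.7 and 16.4. Another 23 of the 655 genes were higher in TLS than in kidney as well, all among the 29 genes not shared with lymph node. They include Upk3a, Psca and Krt5, with values in TLS of 154 ± 121, 134 ± 78.5 and 86.0 ± 68.5 (SD, n = 3), at least 35.2-fold, 30.7-fold and 19.6-fold higher than in lymph node of proteinuric mice, where no library had a read. Among the 125 genes higher in lymph node, Cd209b (ENSMUSG00000065987; chromosome 8, 3917655 to 3926844), Marco (ENSMUSG00000026390; chromosome 1, 120474538 to 120505024) and Timd4 (ENSMUSG00000055546; chromosome 11, 46810800 to 46844332) were at least 17.6-fold, at least 16.0-fold and at least 11.6-fold higher than in TLS. Ccl21a (chromosome 4, 42772860 to 42773993), which has near-identical copies that could share its reads, had a log2 fold change of lymph node over TLS of 4.52 and Glycam1 of 3.28 (limma, Benjamini-Hochberg adjusted p = 0.00021 and 0.000861). Saa3 was at least 7.17-fold higher in lymph node, but was not DE with all 7 lymph node libraries (limma, Benjamini-Hochberg adjusted p = 0.114, range over its alternatives 0.000438 to 0.114).

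**Figure D2:**
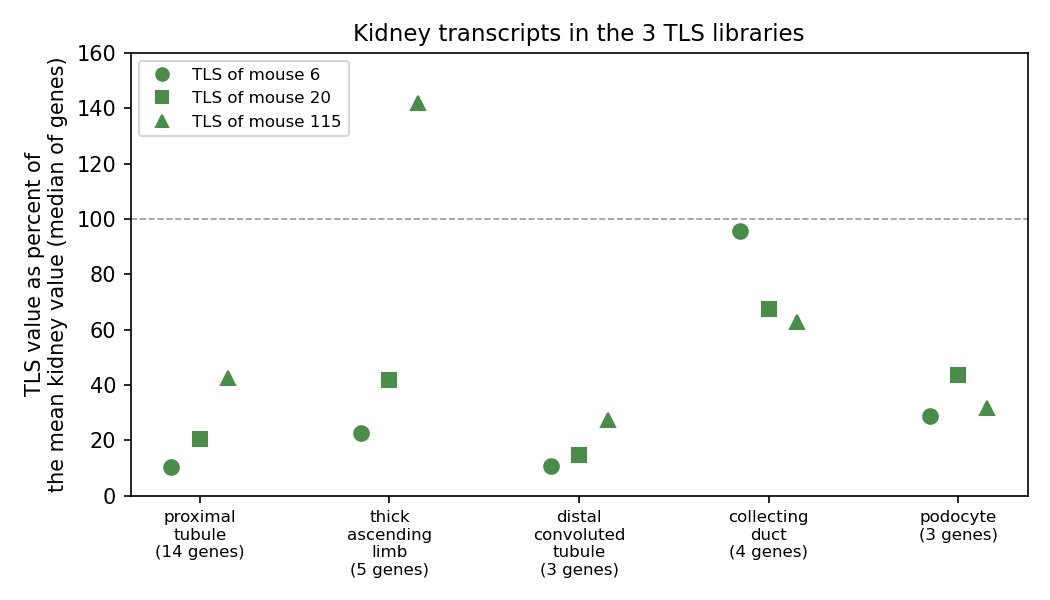
Values of kidney transcripts in each TLS library as a percent of the mean kidney value (the median of the genes of each list, genes at least 10-fold higher in kidney than in lymph node), with a symbol per mouse and a dashed line at 100%. Genes of the proximal tubule lay between 10.4% and 42.5%, genes of the collecting duct between 62.7% and 95.5%, and genes of the thick ascending limb between 22.8% and 142%.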

DE genes between TLS and lymph nodes defined the kidney-specific genes found in isolated TLS (Figure 3B and Supplemental Table S4).

**Figure 3:**
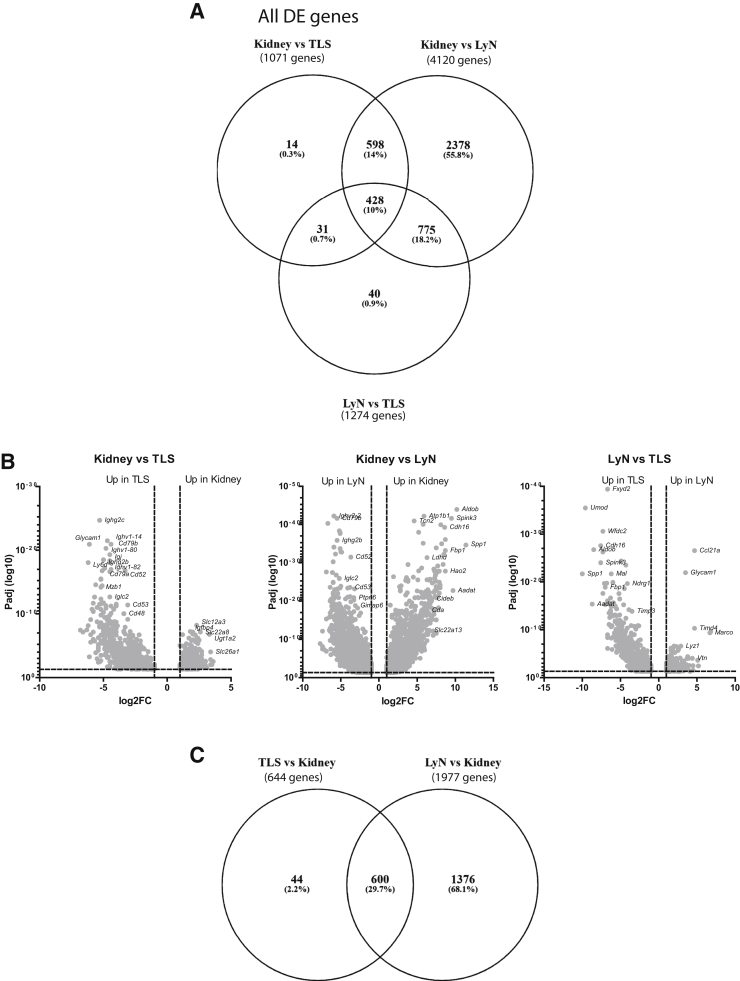
Gene expression in tertiary lymphoid structures (TLS) resembles lymph nodes (LyN). **A:** Venn diagram depicting the common and unique genes of all differentially expressed (DE) genes in kidney versus lymph nodes, kidney versus TLS, and lymph nodes versus TLS. **B:** Volcano plot showing up- and down-regulated gene expression in kidney versus lymph nodes, kidney versus TLS, and lymph nodes versus TLS comparisons. **C:** Venn diagram of 644 TLS genes compared with 1977 lymph nodes genes showing 600 common genes. FC, fold change; LyN, lymph nodes, Padj, *P* adjusted.

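Over the 7382 genes, the mean log2 values of TLS had a Spearman's rho of 0.696 with lymph node and of 0.654 with kidney, and kidney had one of 0.220 with lymph node. These correlations are across genes, which are not independent replicates. The lowest rho between libraries of one tissue was 0.651 in TLS, 0.743 in kidney and 0.815 in lymph node. The 3 TLS libraries differed from one another, with an SD of 0.14 in their rho with lymph node and of 0.10 with kidney. TLS of mouse 6 had a rho of 0.760 with lymph node and 0.486 with kidney, TLS of mouse 20 of 0.671 and 0.611, and TLS of the mouse aged 25 weeks of 0.486 and 0.684. The gap between the rho of the means is within the spread between TLS libraries, and TLS of the mouse aged 25 weeks was closer to kidney. Without immunoglobulin and T-cell receptor segment genes, the TLS similarity to lymph node was 0.684 and the TLS similarity to kidney 0.707. Over the 500 most variable genes, the alternative that moved the values most, they were 0.549 and 0.191. They were 0.613 and 0.692 without TLS of mouse 6, and 0.683 and 0.693 without kidney of the mouse aged 25 weeks. The paper sets the genes up-regulated in TLS against those up-regulated in lymph nodes, both compared with kidney, and states that gene expression in TLS resembles lymph nodes (Figure 3).

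**Figure D3:**
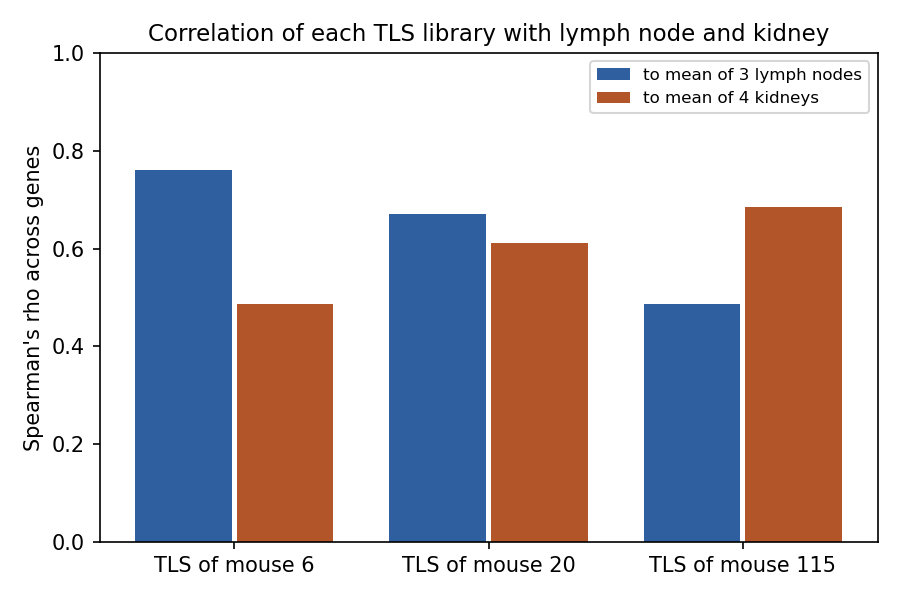
Spearman's rho across 7382 genes between each TLS library and the mean of the 3 lymph node libraries (blue) and of the 4 kidney libraries (brown) of proteinuric mice, 1 bar per value. TLS of mouse 6 was closer to lymph node (0.760 against 0.486) and TLS of the mouse aged 25 weeks closer to kidney (0.684 against 0.486).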

**Table 3:** Tertiary Lymphoid Structure Genes Found Enriched in Pathways Recognized by the Reactome Pathway Analyzer

Pathway	Entities					Reactions		
	Found, *n*	Total, *n*	Ratio	*P*	FDR	Found, *n*	Total, *n*	Ratio
CD22-mediated BCR regulation	68	104	0.009	1.11 × 10^16^	1.59 × 10^14^	4	4	0.001
Classic antibody-mediated complement activation	68	108	0.01	1.11 × 10^16^	1.59 × 10^14^	2	2	0
FCGR activation	70	116	0.01	1.11 × 10^16^	1.59 × 10^14^	5	5	0.001
Antigen activates BCR, leading to generation of second messengers	75	127	0.011	1.11 × 10^16^	1.59 × 10^14^	10	14	0.002
Creation of C4 and C2 activators	68	119	0.011	1.11 × 10^16^	1.59 × 10^14^	2	6	0.001
Initial triggering of complement	70	128	0.012	4.44 × 10^16^	5.28 × 10^14^	8	19	0.002
FCERI mediated Ca^+^2 mobilization	72	135	0.012	5.55 × 10^16^	5.66 × 10^14^	5	6	0.001
Role of LAT2, NTAL, and LAB on calcium mobilization	66	117	0.011	7.77 × 10^16^	6.92 × 10^14^	4	5	0.001
FCERI-mediated MAPK activation	70	134	0.012	4.11 × 10^15^	3.25 × 10^13^	12	19	0.002
Role of phospholipids in phagocytosis	70	135	0.012	5.77 × 10^15^	4.1 × 10^13^	6	9	0.001
Regulation of complement cascade	70	141	0.013	4.46 × 10^14^	2.9 × 10^12^	5	23	0.003
Scavenging of heme from plasma	64	125	0.011	1.45 × 10^13^	8.57 × 10^12^	1	12	0.002
Regulation of actin dynamics for phagocytic cup formation	69	143	0.013	2.47 × 10^13^	1.36 × 10^11^	6	11	0.001
Immunoregulatory interactions between a lymphoid and a nonlymphoid cell	90	222	0.02	9.56 × 10^13^	4.88 × 10^11^	13	26	0.003
Complement cascade	71	156	0.014	1.6 × 10^12^	7.52 × 10^11^	15	50	0.006
Signaling by the BCR	84	209	0.019	8.4 × 10^12^	3.7 × 10^10^	23	28	0.004
FCGR-dependent phagocytosis	73	172	0.016	1.82 × 10^11^	7.66 × 10^10^	17	25	0.003
Binding and uptake of ligands by scavenger receptors	65	168	0.015	7.84 × 10^9^	3.06 × 10^7^	2	22	0.003
FCERI-mediated NF-κB activation	68	181	0.016	1.09 × 10^8^	4.05 × 10^7^	14	17	0.002
Cell surface interactions at the vascular wall	79	228	0.021	2.22 × 10^8^	7.78 × 10^7^	18	58	0.007
FCERI signaling	78	235	0.021	1.49 × 10^7^	5.05 × 10^6^	40	52	0.007
PD-1 signaling	16	26	0.002	2.28 × 10^5^	7.31 × 10^4^	4	4	0.001
Generation of second messenger molecules	17	32	0.003	7.74 × 10^5^	2.31 × 10^3^	13	14	0.002
Translocation of ZAP-70 to immunological synapse	14	23	0.002	8.09 × 10^5^	2.31 × 10^3^	4	4	0.001
Phosphorylation of CD3 and TCR ζ chains	15	26	0.002	8.24 × 10^5^	2.31 × 10^3^	7	7	0.001

Data from *https://reactome.org*, last accessed June 25, 2020.

BCR, B-cell receptor; FCERI, Fcε receptor; FCGR, Fcγ receptor; FDR, false discovery rate; LAB, linker for activation of B cells; LAT2, linker for activation of T cells 2; MAPK, mitogen-activated protein kinase; NTAL, non–T-cell activation linker; PD-1, programmed death 1; TCR, T-cell receptor; ZAP-70, ζ chain–associated protein kinase 70.

**Table 4:** Tertiary Lymphoid Structure Genes Were Enriched Following GO Pathways

GO no.	Term Description	Observed Gene Count	Background Gene Count	False Discovery Rate
0002376	Immune system process	198	1703	8.07 × 10^89^
0006955	Immune response	139	914	1.10 × 10^71^
0002682	Regulation of immune system process	139	1165	9.67 × 10^60^
0002684	Positive regulation of immune system process	104	771	1.79 × 10^47^
0001775	Cell activation	86	552	6.31 × 10^43^
0006952	Defense response	114	1079	6.31 × 10^43^
0045321	Leukocyte activation	80	464	1.15 × 10^42^
0050776	Regulation of immune response	89	635	2.09 × 10^41^
0050896	Response to stimulus	280	6616	3.33 × 10^40^
0046649	Lymphocyte activation	69	378	6.73 × 10^38^
0050778	Positive regulation of immune response	71	438	4.06 × 10^36^
0051249	Regulation of lymphocyte activation	68	396	6.63 × 10^36^
0002694	Regulation of leukocyte activation	71	479	6.15 × 10^34^
0050865	Regulation of cell activation	72	520	9.35 × 10^33^
0002250	Adaptive immune response	54	260	8.79 × 10^32^
0045087	Innate immune response	71	534	2.61 × 10^31^
0002252	Immune effector process	59	395	4.62 × 10^28^
0050863	Regulation of T cell activation	52	287	4.62 × 10^28^
1903037	Regulation of leukocyte cell-cell adhesion	50	264	9.52 × 10^28^
0032944	Regulation of mononuclear cell proliferation	46	217	2.90 × 10^27^
0006950	Response to stress	155	2899	4.47 × 10^27^
0048583	Regulation of response to stimulus	174	3552	6.66 × 10^27^
0050670	Regulation of lymphocyte proliferation	45	215	1.64 × 10^26^
0048584	Positive regulation of response to stimulus	122	1922	1.76 × 10^26^
0051707	Response to other organism	76	779	8.22 × 10^26^
0022407	Regulation of cell-cell adhesion	54	360	8.45 × 10^26^
1903039	Positive regulation of leukocyte cell-cell adhesion	42	190	1.50 × 10^25^
0050870	Positive regulation of T-cell activation	41	180	2.31 × 10^25^
0051251	Positive regulation of lymphocyte activation	46	253	6.07 × 10^25^
0009605	Response to external stimulus	113	1794	4.76 × 10^24^
0022409	Positive regulation of cell-cell adhesion	43	227	6.74 × 10^24^
0042110	T-cell activation	44	244	1.00 × 10^23^
0002253	Activation of immune response	42	221	2.18 × 10^23^
0030155	Regulation of cell adhesion	65	624	2.39 × 10^23^
0050867	Positive regulation of cell activation	48	314	3.13 × 10^23^
0002696	Positive regulation of leukocyte activation	47	300	3.88 × 10^23^
0050789	Regulation of biological process	308	9594	7.55 × 10^23^
0007165	Signal transduction	164	3594	7.24 × 10^22^
0051716	Cellular response to stimulus	205	5142	7.68 × 10^22^
0065007	Biological regulation	317	10,168	8.13 × 10^22^
0098542	Defense response to other organism	50	397	6.23 × 10^21^
0002520	Immune system development	64	687	1.20 × 10^20^
0002757	Immune response–activating signal transduction	35	168	1.46 × 10^20^
0002764	Immune response–regulating signaling pathway	36	184	2.22 × 10^20^
0002521	Leukocyte differentiation	46	340	2.41 × 10^20^
0030098	Lymphocyte differentiation	40	243	2.55 × 10^20^
0048518	Positive regulation of biological process	206	5340	2.81 × 10^20^
0048534	Hematopoietic or lymphoid organ development	62	659	3.29 × 10^20^
0045785	Positive regulation of cell adhesion	48	383	4.89 × 10^20^
0002376	Immune system process	198	1703	8.07 × 10^89^

Data from *http://geneontology.org/docs/go-enrichment-analysis*, last accessed June 25, 2020.

GO, Gene Ontology.

### Gene Expression in Total Kidney Reflects Development of TLS and Progression of LN

To investigate the gene expression profile during the development of TLS within the kidneys of lupus-prone mice during LN progression, RNA sequencing was performed on whole kidneys isolated from three groups of mice; young, antibody negative (group 1), 4 to 5 week anti-dsDNA antibody-positive mice (group 2), and proteinuric mice (group 3). Five mice in each group were selected based on their age (7 weeks old), weeks of anti-dsDNA antibody-positive serum samples (4 to 5 weeks), and proteinuria (+3 and +4) and renamed (Table 1 and Figure 1A). A two-dimensional scatterplot determining the greatest sources of variation between samples with approximations of log2-fold changes revealed that one group 3 mouse (M13) clustered close to group 2 mice and one group 2 mouse (M6) clustered close to group 1 mice (Figure 4A). This finding was confirmed in a heatmap presenting the top 30 variable (up- and down-regulated) genes of the sequencing data sets where the mice clustered into three distinct branches (Figure 4B). Most of these genes are involved in the immune system and specifically to integrin signaling and B-cell activation. Of interest, among the highly variable genes are genes associated with the formation of TLS [*Ighg1*, *Ighg2*, Igj (*Jchain*), *Ighm*, Igha, *Ighg3*, *Iglc2*, *Igkc*, *Pou2af1*].

**Figure 4:**
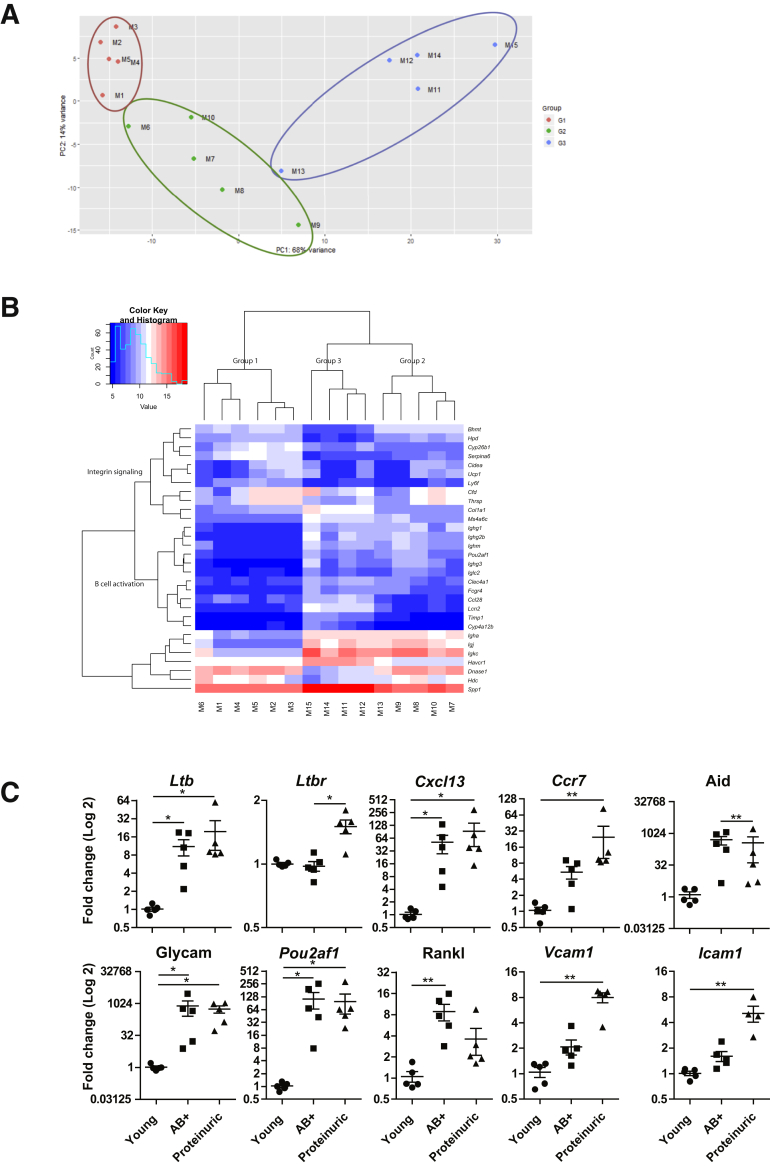
The gene expression analyses of total kidneys from the selected New Zealand black × New Zealand white (NZB/W) mice clustered into three groups. **A:** Multidimensional scaling plot showing the relationship among all mice kidney samples (M1 to M15). Group 1 included 7-week–old (M1 to M5), group 2 included antibody positive (AB^+^) mice (M6 to M10), and group 3 included proteinuric mice (M11 to M15). **B:** Heatmap of the 30 most variable genes across all samples. The dendrogram shows a global relationship between samples and genes. The *z* score indicates whether the genes are above or below the mean and by how many SDs. **C:** Real-time quantitative PCR of *Ltb*, *Ltbr*, *Cxcl13*, *Ccr7*, Aid (alias *Aicda*), *Pou2af1*, Rankl (alias *Tnfsf11*), Glycam (*Glycam1*), *Vcam1*, and *Icam1* gene expression analyzed on the cDNA from group 1 (young), group 2 (AB^+^), and group 3 (proteinuric) mice. ∗*P* < 0.05, ∗∗*P* < 0.01.

A selection of genes important for TLS induction were analyzed by real-time quantitative PCR. The genes *Ltb*, *Cxcl13*, Aid (alias *Aicda*), *Pou2af1*, Rankl (alias *Tnfsf11*), and Glycam (alias *Glycam1*) were significantly up-regulated in group 2 mice compared with group 1 mice (Figure 4C). The genes *Ltbr*, *Ccr7*, *Pou2af1*, Glycam, *Vcam1*, and *Icam1* were significantly up-regulated in group 3 mice (Figure 4C). The expression of these genes were positively correlated to anti-dsDNA antibody production and TLS formation (Table 2).

The genes found in TLS and lymph nodes were further compared with the DE genes in group 2 and 3 mice compared with group 1 mice (Figure 5, A and B, and Supplemental Tables S5–S7). Most of the DE genes observed in groups 2 and 3 were immune system related (Figure 5, C–E). Of the 644 genes found DE in TLS, 133 were found in group 2 mice, and 201 were found in group 3 mice (Figure 6A and Supplemental Table S8). In addition, 52 and 186 lymph nodes genes were found in group 2 and 3 mice, respectively (Figure 6A and Supplemental Table S8). 

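The genes that the supplement lists as up-regulated in whole kidneys of group 2 and group 3 were looked up in the TLS and kidney libraries. These come from another sequencer and carry other mouse labels, but whether any mouse is in both sets is not stated. Of the 259 genes of group 2, 235 are in the table and 186 were tested. Of these, 147 (79.0%) were higher in TLS than in kidney (limma, Benjamini-Hochberg adjusted p under 0.05), or 168 adjusted over the list alone. Of the 973 genes of group 3, 849 are in the table and 533 were tested, and 217 (40.7%) were higher in TLS, or 282 adjusted over the list alone. Over all genes tested, 8.62% were higher in TLS. Of the genes lower in group 3, 188 were tested, and 2 (1.06%) were higher in TLS. Leaving out TLS of mouse 6 gave 129 genes of group 3 higher in TLS.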

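All 34 genes of Table 5 had a lower mean in kidney than in TLS, and 32 (94.1%) were DE (limma, Benjamini-Hochberg adjusted p under 0.05). Adjusted over the list alone, all 34 were, which is not independent evidence, since the study chose the list on these libraries. Their median log2 fold change of kidney over TLS was -2.26, or -1.87 with the 14 genes at or under 3 reads in each kidney library at their bound, and the largest change was -4.85. Each of the 34 genes was also higher in lymph node than in kidney, and 6 were higher in lymph node than in TLS. The row of Table 5 labelled Cd79a carries the identifier and the description of Cd79b, and it was taken here by its label. Cd79a (ENSMUSG00000003379; chromosome 7, 24897381 to 24902197) had the largest change, with a value of 172 ± 43.1 in TLS (SD, n = 3) and 5.93 ± 3.87 in kidney (SD, n = 4), a log2 fold change of -4.85 (standard error 0.50, limma, Benjamini-Hochberg adjusted p = 9.65e-05). Cd79b (ENSMUSG00000040592; chromosome 11, 106311341 to 106314762) had a log2 fold change of -4.38 (limma, Benjamini-Hochberg adjusted p = 0.000155), which would be the largest change if the row is Cd79b. Batf (ENSMUSG00000034266; chromosome 12, 85686669 to 85709087) and Ikzf1 (ENSMUSG00000018654; chromosome 11, 11685003 to 11772926) had at most 3 reads in each kidney library and were at least 4.00-fold and at least 2.56-fold higher in TLS. Ptprc (ENSMUSG00000026395; chromosome 1, 138062861 to 138175708) had a log2 fold change of -2.68 and Ubd (ENSMUSG00000035186; chromosome 17, 37193892 to 37196095) of -2.90 (limma, Benjamini-Hochberg adjusted p = 0.00129 and 0.00373). B2m (ENSMUSG00000060802; chromosome 2, 122147686 to 122153083) had a log2 fold change of -1.86 (limma, Benjamini-Hochberg adjusted p = 0.0322) and was not DE in 5 of its 25 alternatives, with adjusted p up to 0.104. Cd74 (ENSMUSG00000024610; chromosome 18, 60803848 to 60812652), with a log2 fold change of -2.19 (limma, Benjamini-Hochberg adjusted p = 0.0137), was not DE without TLS of mouse 6, with an adjusted p of 0.0741 (limma, Benjamini-Hochberg; range over its alternatives 0.000347 to 0.0741). The genes that were not DE were Btk, with no read in any kidney library and a value of 5.27 ± 3.63 in TLS (SD, n = 3), and Tyrobp, with a log2 fold change of -1.40 (limma, Benjamini-Hochberg adjusted p = 0.104 and 0.0658). They were singled out after their values were seen, and each was DE in 4 of its alternatives, 1 of which was chosen after seeing the data. Without TLS of mouse 6, 20 of the 34 genes were DE.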

Thirty-four of these genes were found in the Gene Ontology term *hematopoietic or lymphoid organ development* (0048534). Table 5 lists the expression level in all comparisons. Protein-protein interaction networks analyses using STRING of the 130 common genes found in groups 2 and 3, and TLS had a strong T- and B-cell signature (Figure 6B). Comparing the total gene expression (all genes >0.5) in group 1 and 3 NZB/W mice and the DE genes in group 2 and 3 mice with published gene expression in kidneys of 8-week–old male C57BL/6J mice (*n* = 3)^29^ revealed 182 to 189 common genes (Supplemental Figure S1 and Supplemental Tables S9–S11). A large proportion of these were immune system–related genes.

**Figure 5:**
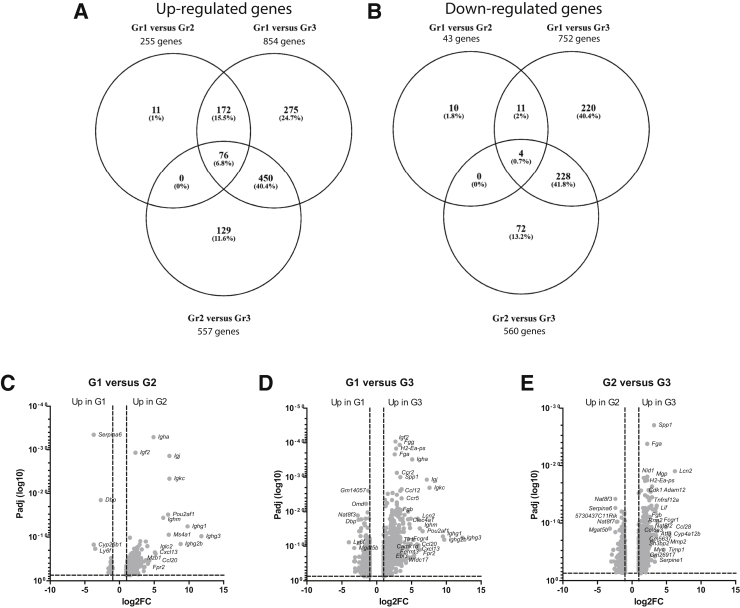
Gene expression of total kidneys reflect development of tertiary lymphoid structures. Venn diagram of up-regulated (**A**) and down-regulated (**B**) genes in group 1, 2, and 3 mice. Volcano plot depicting the gene expression in group 1 versus group 2 (**C**), group 1 versus group 3 (**D**), and group 2 versus group 3 (**E**) comparisons. Group 1 (Gr1, alias G1), young, antibody negative mice; group 2 (Gr2, alias G2), 4 to 5 week anti-dsDNA antibody-positive mice; group 3 (Gr3, alias G3), proteinuric mice.

**Figure 6:**
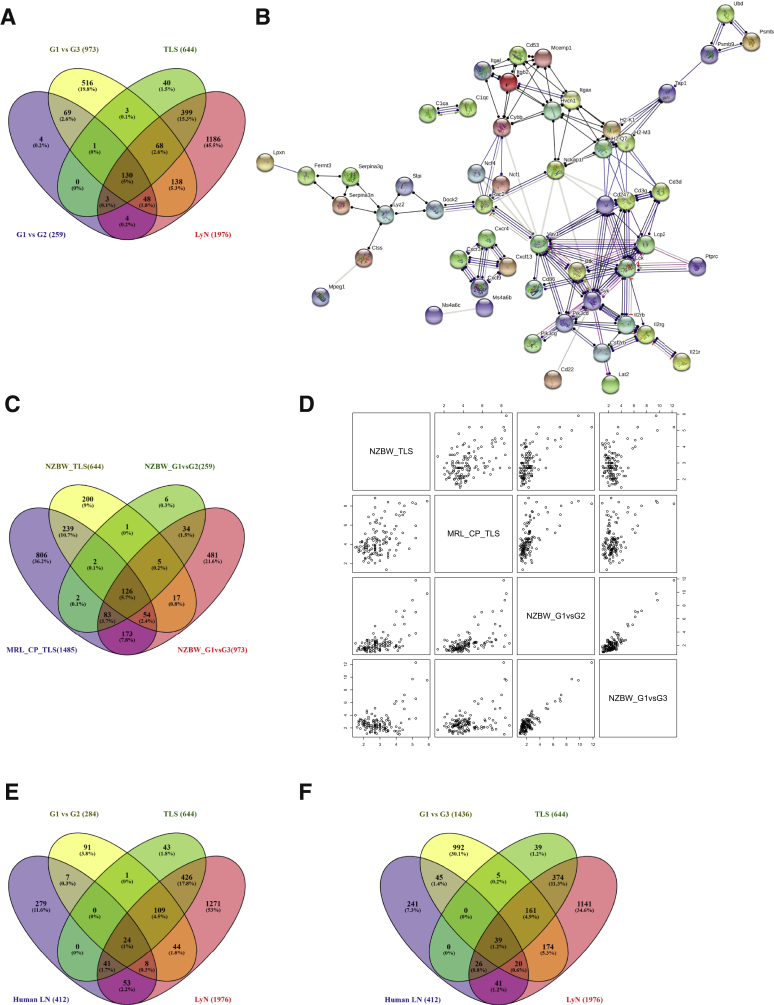
Tertiary lymphoid structure (TLS)-related genes are up-regulated in murine and human lupus nephritis kidneys. **A:** Venn diagram of group 2 and 3 gene expression compared with gene expression in TLS and lymph nodes (LyN). **B:** Search Tool for the Retrieval of Interacting Genes/Proteins interaction network of the 133 common genes showing the molecular action with the minimum required interaction score of highest confidence (0.900). The disconnected nodes are not shown. Action types are as follows: green, activation; red, inhibition; blue, binding; purple, catalyst; pink, posttranslational modification; and black, reaction. Action effects are as follows: arrow indicates positive; red line, negative; dot, unspecified. **C:** Venn diagram showing the number of differentially expressed (DE) genes in New Zealand black × New Zealand white (NZB/W) kidney TLS (*n* = 644), DE up-regulated genes in group 2 versus group 1 (*n* = 259), DE up-regulated genes in group 3 versus group 1 (*n* = 973), and the 1485 up-regulated genes found in the chorus plexus TLS of MRL lpr/lpr mice. **D:** Paired correlation plots on scaled log2 fold change values of the 126 common genes found in **panel C**. **E:** Venn diagram showing the 414 human genes compared with DE genes in group 2 mice compared with group 1 (*n* = 285), TLS (*n* = 644), and lymph nodes genes (*n* = 1976). **F:** Venn diagram showing the 414 human genes compared with DE genes in group 3 mice compared with group 1 (*n* = 1436), TLS (*n* = 644), and lymph nodes genes (*n* = 1976). Group 1 (G1), young, antibody negative mice; group 2 (G2), 4 to 5 week anti-dsDNA antibody-positive mice; group 3 (G3), proteinuric mice.

**Table 5:** Group 2 and 3 Expression Level of Tertiary Lymphoid Structure Genes Found in the Gene Ontology Term *Hematopoietic or Lymphoid Organ Development*

Gene	Target	Description	Base Mean	Group 1 vs Group 2		Group 1 vs Group 3		Group 2 vs Group 3	
				logFC	PADJ	logFC	PADJ	logFC	PADJ
Apobec3	ENSMUSG00000009585	Apobec3, apolipoprotein B mRNA editing enzyme, catalytic polypeptide 3	232	NS		1.2	3.90 × 10^4^	NS	
*B2m*	ENSMUSG00000060802	B2m, β_2_-microglobulin	10,905	NS		1.5	1.08 × 10^12^	NS	
*Batf*	ENSMUSG00000034266	Batf, basic leucine zipper transcription factor, ATF-like	60	2.0	4.07 × 10^4^	2.5	1.09 × 10^7^	NS	
*Btk*	ENSMUSG00000031264	Btk, Bruton agammaglobulinemia tyrosine kinase	51	1.5	7.66 × 10^3^	2.4	5.83 × 10^8^	NS	
*Ccl19*	ENSMUSG00000071005	Ccl19, chemokine (C-C motif) ligand 19	75	2.5	1.07 × 10^4^	NS		−2.2	8.82 × 10^5^
*Ccr7*	ENSMUSG00000037944	Ccr7, chemokine (C-C motif) receptor 7	88	2.1	6.47 × 10^5^	NS		−1.2	1.14 × 10^2^
*Cd3d*	ENSMUSG00000032094	Cd3d, CD3 antigen, delta polypeptide	97	2.8	6.14 × 10^7^	1.8	4.37 × 10^4^	NS	
*Cd74*	ENSMUSG00000024610	Cd74, CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	8325	NS		2.2	4.39 × 10^24^	1.3	9.44 × 10^4^
*Cd79a*	ENSMUSG00000040592	Cd79b, CD79B antigen	121	NS		1.9	1.06 × 10^2^	NS	
*Cxcl13*	ENSMUSG00000023078	Cxcl13, chemokine (C-X-C motif) ligand 13	92	5.1	3.12 × 10^7^	5.8	1.50 × 10^10^	NS	
*Dock2*	ENSMUSG00000020143	Dock2, dedicator of cytokinesis 2	227	1.0	2.43 × 10^3^	1.2	9.48 × 10^6^	NS	
*H2ab1*	ENSMUSG00000073421	H2-Ab1, histocompatibility 2, class II antigen A, β1	837	NS		1.9	5.34 × 10^10^	1.1	6.67 × 10^4^
*H2-DMa*	ENSMUSG00000037649	H2-DMa, histocompatibility 2, class II, locus DMa	296	NS		1.7	1.38 × 10^8^	NS	
*Hcls1*	ENSMUSG00000022831	Hcls1, hematopoietic cell specific Lyn substrate 1	47	1.8	6.83 × 10^3^	2.8	5.80 × 10^8^	NS	
*Ikzf1*	ENSMUSG00000018654	Ikzf1, IKAROS family zinc finger 1	149	2.1	4.70 × 10^8^	2.4	7.62 × 10-^12^	NS	
*Irf1*	ENSMUSG00000018899	Irf1, interferon regulatory factor 1	1130	NS		1.2	1.20 × 10-0^9^	NS	
*Irf4*	ENSMUSG00000021356	Irf4, interferon regulatory factor 4	164	NS		1.9	5.55 × 10-0^3^	NS	
*Lck*	ENSMUSG00000000409	Lck, lymphocyte protein tyrosine kinase	66	2.5	5.56 × 10^5^	2.5	2.76 × 10-0^6^	NS	
*Lyn*	ENSMUSG00000042228	Lyn, Yamaguchi sarcoma viral (v-yes-1) oncogene homolog	819	NS		1.5	3.78 × 10-^11^	NS	
*Nckap1l*	ENSMUSG00000022488	Nckap1l, NCK associated protein 1 like	589	1.6	7.84 × 10^6^	2.3	3.68 × 10-^14^	NS	
*Pld4*	ENSMUSG00000052160	Pld4, phospholipase D family, member 4	417	1.5	1.80 × 10^3^	3.0	8.18 × 10-^15^	1.5	2.56 × 10^4^
*Plek*	ENSMUSG00000020120	Plek, pleckstrin	270	2.8	3.23 × 10^4^	3.7	2.10 × 10^8^	NS	
*Pou2f2*	ENSMUSG00000008496	Pou2f2, POU domain, class 2, transcription factor 2	534	2.5	2.63 × 10^5^	3.3	4.62 × 10^10^	NS	
*Ptpn22*	ENSMUSG00000027843	Ptpn22, protein tyrosine phosphatase, non-receptor type 22 (lymphoid)	256	NS		1.0	6.43 × 10^4^	NS	
*Ptprc*	ENSMUSG00000026395	Ptprc, protein tyrosine phosphatase, receptor type, C	97	1.8	1.53 × 10^2^	2.6	4.43 × 10^6^	NS	
*Siglecg*	ENSMUSG00000030468	Siglecg, sialic acid binding Ig-like lectin G	50	3.2	7.07 × 10^8^	2.5	9.63 × 10^6^	NS	
*Spn*	ENSMUSG00000051457	Spn, sialophorin	380	2.4	3.67 × 10^5^	3.1	6.25 × 10^10^	NS	
*Syk*	ENSMUSG00000021457	Syk, spleen tyrosine kinase	84	1.2	4.41 × 10^2^	1.9	1.05 × 10^5^	NS	
*Tcf7*	ENSMUSG00000000782	Tcf7, transcription factor 7, T cell specific	93	1.9	1.65 × 10^4^	1.6	3.18 × 10^4^	NS	
*Tnfrsf13b*	ENSMUSG00000010142	Tnfrsf13b, tumor necrosis factor receptor superfamily, member 13b	120	1.9	3.48 × 10^5^	2.7	1.73 × 10^11^	NS	
*Tyrobp*	ENSMUSG00000030579	Tyrobp, TYRO protein tyrosine kinase binding protein	330	NS		2.4	5.38 × 10^10^	1.6	6.41 × 10^5^
*Ubd*	ENSMUSG00000035186	Ubd, ubiquitin D	291	2.3	8.53 × 10^7^	2.4	7.29 × 10^9^	NS	
*Vav1*	ENSMUSG00000034116	Vav1, vav 1 oncogene	220	1.5	3.39 × 10^4^	2.3	7.42 × 10^11^	NS	
*Zfp36l2*	ENSMUSG00000045817	Zfp36l2, zinc finger protein 36, C3H type-like 2	182	NS		NS		1.5	4.05 × 10^7^

Data from *https://www.ensembl.org/index.html*, last accessed June 25, 2020.

logFC, log fold change; NS, not significant; PADJ, *P* adjusted.

To analyze whether the gene expression of TLS in kidneys was similar to gene expression of TLS observed in another mouse strain, the published data on TLS were compared within the chorus plexus of MRL lpr/lpr mice.^30^ 

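Of the 421 genes that the supplement lists as common to chorus plexus TLS and kidney TLS, 419 are in the table and 418 were tested. In the libraries of proteinuric mice, 386 of them (92.3%) were higher in TLS than in kidney (limma, Benjamini-Hochberg adjusted p under 0.05), or 414 adjusted over the list alone. The study chose the list on these libraries, so this count is not independent evidence. The median log2 fold change of kidney over TLS was -2.50, or -2.12 with 154 genes at their bound, and 413 of the genes were higher in lymph node than in kidney. Without TLS of mouse 6, 276 were higher in TLS, and without immunoglobulin and T-cell receptor segment genes 269.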

The DE genes of chorus plexus TLS had 421 common genes with kidney TLS, 213 common genes with DE genes in group 2 mice, and 436 common genes compared with DE genes in group 3 mice (Figure 6C and Supplemental Table S12). 

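For the genes common to all 4 groups, 125 of the supplement's 126 are in the table and 124 were tested. Of these, 122 (98.4%) were higher in TLS than in kidney (limma, Benjamini-Hochberg adjusted p under 0.05) and 123 higher in lymph node than in kidney. Adjusted over the list alone, 124 were higher in TLS, on libraries that the study had used to choose them. Their median log2 fold change of kidney over TLS was -2.37, or -2.04 with 54 genes at their bound. Between lymph node and TLS, 25 of them were DE, each higher in lymph node.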

The comparison found 126 common genes within all groups, and paired correlation plots on scaled log2-fold change of the genes revealed some of these (Figure 6D).

### Murine Expression Profiles Comparable to Human LN Gene Expression

It was investigated whether the gene expression observed in murine kidneys, isolated TLS, and lymph nodes could be comparable to a recent published gene expression profile observed in human kidney biopsies from patients with SLE and LN^31^ and single-cell sequencing of immune cell profiles in similar patients with LN.^32^ 

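The 65 murine counterparts of human lupus nephritis genes that the supplement lists in TLS were all in the table and tested, and 60 (92.3%) were higher in TLS than in kidney (limma, Benjamini-Hochberg adjusted p under 0.05). All 65 were higher when adjusted over the list alone, although the list had been chosen on these libraries. Each of the 65 was higher in lymph node than in kidney, and 7 were higher in lymph node than in TLS. The median log2 fold change of kidney over TLS was -2.09, or -1.74 with 21 genes at their bound. Igj, the gene with the largest change, had a value of 806 ± 218 in TLS (SD, n = 3) and 35.8 ± 20.4 in kidney (SD, n = 4), a log2 fold change of -4.65 (standard error 0.54, limma, Benjamini-Hochberg adjusted p = 0.000176). Without TLS of mouse 6, 36 of the 65 genes were higher in TLS. C1qa (ENSMUSG00000036887; chromosome 4, 136895917 to 136898803), with a value of 262 ± 142 in TLS (SD, n = 3) and 74.9 ± 64.0 in kidney (SD, n = 4), had a log2 fold change of -2.0 (limma, Benjamini-Hochberg adjusted p = 0.0347) and was not DE in 7 of its 25 alternatives, with adjusted p up to 0.168.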

Of the 414 human DE genes in patients with SLE compared with normal human kidney samples, 65 were found expressed in murine kidney TLS (Figure 6, E and F, and Supplemental Tables S13 and S14). Of these genes, 24 were found in group 2 mice, and 39 were found in group 3 mice. STRING interaction network analyses of the 65 genes were analyzed with the human and murine genes, revealing a similar interaction network, although with some differences (Figure 7). In addition to the genes found in TLS, 7 and 45 human genes were also found in group 2 and 3 mice, respectively (Figure 6, E and F). These genes were enriched in several biological processes (Table 6). Comparison of the gene expression in TLS and group 3 mice with the cell-specific gene clusters of T-regulatory cells (Tregs) and follicular T-helper (TFH) cells found in human patients with SLE revealed 133 Treg genes and 125 TFH genes in TLS (Figure 8A and Supplemental Table S15). 

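The supplement lists 156 Treg genes and 125 TFH genes in TLS, of which 155 and 124 were tested in the libraries of proteinuric mice. Its number of Treg genes differs from that in the paper's text. Of the Treg genes, 138 (89.0%) were higher in TLS than in kidney (limma, Benjamini-Hochberg adjusted p under 0.05), or 154 adjusted over the list alone. Of the TFH genes, 116 (93.5%) were higher, or 124 adjusted over the list alone. These lists were chosen on the same libraries, so neither count is independent evidence. All 155 and all 124 genes were also higher in lymph node than in kidney, and the median log2 fold change of kidney over TLS was -1.98 in both lists, or -1.54 with 75 Treg genes and -1.53 with 61 TFH genes at their bound. The genes Cxcr5 (ENSMUSG00000047880; chromosome 9, 44511787 to 44561877) and Pdcd1 (ENSMUSG00000026285; chromosome 1, 94038305 to 94052553) had no read in any kidney library. Their values in TLS were 19.2 ± 4.93 and 9.93 ± 1.79 (SD, n = 3), at least 3.44-fold and at least 1.69-fold higher than in kidney. Foxp3 also had no read in any kidney library and was below the filter, so it was not tested. In the fit without TLS of mouse 6, and in that with only the 2 tissues compared in the fit, 78 TFH genes were higher in TLS.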

In group 3 mice, 223 Treg genes and 160 TFH genes were found up-regulated (Figure 8A). The Tregs were quantified using immunohistochemistry and immunofluorescence-stained kidney sections. The number of Tregs increased in the cortex and medulla during the development of LN (Figure 8B). In the young mice, the Tregs were located within the pelvic wall close to the largest arteries and veins (Figure 8C), whereas in the older mice, the Tregs were increasingly found in the circulation within the glomeruli and tubuli interstitially. However, most Tregs were located within the TLS (Figure 8D). Analysis of all the single-cell profiles of immune cells found in human LN with the gene profile of murine TLS identified almost all genes differentially expressed in murine kidneys during LN development (data not shown).

**Figure 7:**
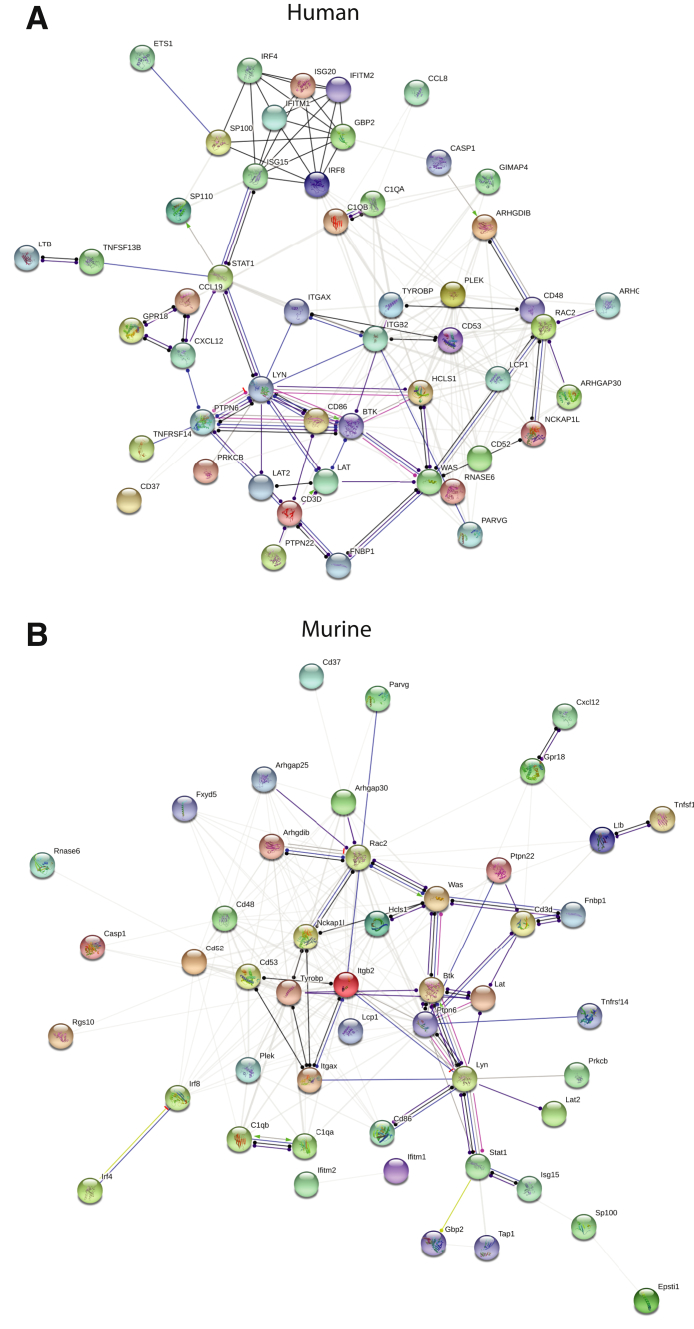
Search Tool for the Retrieval of Interacting Genes/Proteins interaction network of the 65 Tertiary lymphoid structure genes found in human lupus nephritis (LN) gene expression analyses. The genes were analyzed as human (**A**) or murine (**B**) genes.

**Table 6:** Genes Up-Regulated in Human LN and Murine LN Not Found in TLS or Lymph Nodes Were Enriched Following GO Terms

GO no.	Term Description	Observed Gene Count	Background Gene Count	False Discovery Rate	Matching Proteins in the Network (Labels)
0030198	Extracellular matrix organization	8	296	0.00061	ADAM19,COL1A1,COL1A2,COL3A1,COL6A3,LUM,PXDN,TNC
0030199	Collagen fibril organization	4	39	0.0014	COL1A1,COL1A2,COL3A1,LUM
0034097	Response to cytokine	12	1035	0.0014	ALDH1A2,ANXA1,AXL,CCR5,COL1A1,COL1A2,COL3A1,CXCL10,IFIT1,IFIT2,OAS2,XAF1
0071229	Cellular response to acid chemical	6	196	0.0020	ALDH1A2,COL1A1,COL1A2,COL3A1,PTGER4,TNC
0001501	Skeletal system development	8	457	0.0024	CDH11,COL1A1,COL1A2,COL3A1,FRZB,LUM,PTGER4,RUNX1
0009612	Response to mechanical stimulus	6	210	0.0024	COL1A1,COL3A1,CXCL10,PTGER4,SERPINE2,TNC
0042060	Wound healing	8	461	0.0024	ANXA1,AXL,COL1A1,COL1A2,COL3A1,MYOF,SERPINE2,TNC
0071396	Cellular response to lipid	8	486	0.0025	ALDH1A2,ANXA1,AXL,CCR5,COL1A1,CXCL10,PTGER4,TNC
0060337	Type I interferon signaling pathway	4	65	0.0029	IFIT1,IFIT2,OAS2,XAF1
1901701	Cellular response to oxygen-containing compound	10	896	0.0036	ALDH1A2,ANXA1,AXL,CCR5,COL1A1,COL1A2,COL3A1,CXCL10,PTGER4,TNC
0002376	Immune system process	16	2370	0.0045	ANXA1,AP1S2,AXL,CCR5,CFH,COL1A1,COL1A2,CXCL10,FGL2,IFIT1,IFIT2,OAS2,PTGER4,PXDN,RUNX1,XAF1
0009605	Response to external stimulus	14	1857	0.0046	ALDH1A2,ANXA1,AXL,CCR5,CMTM3,COL1A1,COL3A1,CXCL10,IFIT1,IFIT2,OAS2,PTGER4,SERPINE2,TNC
0071345	Cellular response to cytokine stimulus	10	953	0.0047	ANXA1,AXL,CCR5,COL1A1,COL1A2,CXCL10,IFIT1,IFIT2,OAS2,XAF1
0033273	Response to vitamin	4	87	0.0048	ALDH1A2,COL1A1,CXCL10,TNC
0071310	Cellular response to organic substance	15	2219	0.0067	ALDH1A2,ANXA1,AXL,CCR5,COL1A1,COL1A2,COL3A1,CXCL10,IFIT1,IFIT2,OAS2,PTGER4,RGMB,TNC,XAF1
0097350	Neutrophil clearance	2	5	0.0079	ANXA1,AXL
0007155	Cell adhesion	9	843	0.0080	AXL,CDH11,COL3A1,COL6A3,EMILIN2,PCDH18,RGMB,THBS2,TNC
0019221	Cytokine-mediated signaling pathway	8	655	0.0080	ANXA1,CCR5,COL1A2,CXCL10,IFIT1,IFIT2,OAS2,XAF1
0006955	Immune response	12	1560	0.0096	ANXA1,AXL,CCR5,CFH,CXCL10,FGL2,IFIT1,IFIT2,OAS2,PTGER4,PXDN,XAF1
0070848	Response to growth factor	7	507	0.0096	ANXA1,COL1A1,COL1A2,COL3A1,LUM,RGMB,TNC

Data from *http://geneontology.org/docs/go-enrichment-analysis*, last accessed June 25, 2020.

GO, Gene Ontology; LN, lupus nephritis; TLS, tertiary lymphoid structures.

**Figure 8:**
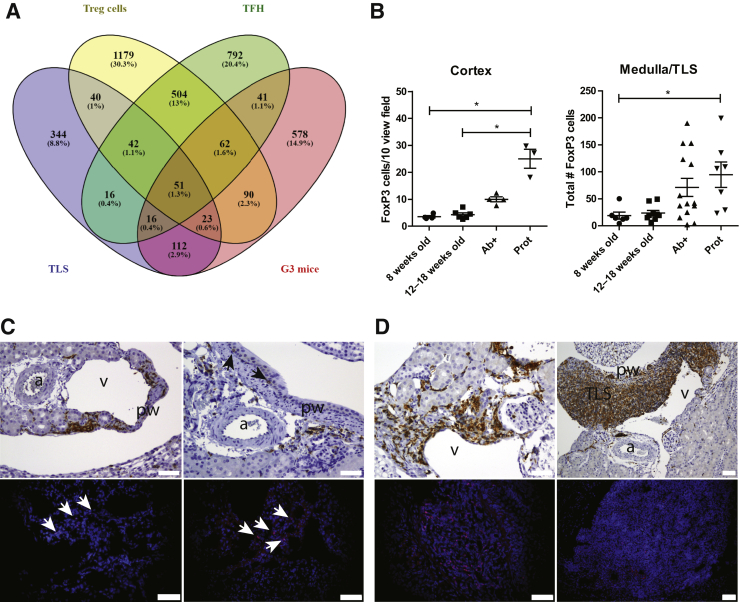
Infiltrating T-regulatory cells (Tregs) are detected within the pelvic wall and increase in both cortex and medulla during the development of lupus nephritis (LN). **A:** Venn diagram of tertiary lymphoid structure (TLS)–specific gene compared with genes found in human kidney infiltrating Tregs and follicular T-helper (TFH) cells and group 3 mice. The gene expression after single-cell sequencing cluster profiling of kidney infiltrating Tregs (*n* = 1990) and TFH cells (*n* = 1523) in LN were compared to the TLS-specific genes (*n* = 644) and the up-regulated genes in group 3 mice (*n* = 973). **B:** Forkhead box P3 (FoxP3)–positive cells were counted in 10 view fields at ×20 magnification within the cortex and the whole medulla/TLS of 4- to 8-week–old, 10- to 18-week–old, anti–double-stranded DNA antibody–positive (Ab^+^), and proteinuric (Prot) New Zealand black × New Zealand white (NZB/W) mice. FoxP3-positive cells increase in the cortex and medulla of mice in the Prot group. **C** and **D:** CD3-positive (**top rows**, brown cells and **black arrows**) and FoxP3 positive-cells (**bottom rows**, **white arrows** and pink cells) detected within the pelvic wall of young NZB/W mice (**C**) and Ab^+^ and Prot NZB/W mice (**D**). ∗*P* < 0.05. Scale bars: 50 μm (**C**, and **D**, **left column**); 20 μm (**D**, **right column**). a, artery; pw, pelvic wall; v, vein.

## Discussion

Aggregates of lymphocytes resembling TLS have been described within the kidney of both human and murine LN.^15^^,^^33^, ^34^, ^35^ The development of fully functional and organized TLS has not previously been reported for the NZB/W mouse model. In this study, the formation of large TLS within the pelvic wall of the medulla and close to the arcuate arteries within the cortex of kidneys taken from lupus-prone NZB/W mice were found. The structures were organized in large, interconnected areas along the veins and arteries. It was found that the structures contain all cells necessary to function as an activation site or a site for regulating T and B cells.

The gene expression of TLS and the change in gene expression within the kidney during the development of LN resembled the gene expression in lymph nodes. Most of the up-regulated genes in the kidney were involved in the innate and adaptive immune system, whereas the down-regulated genes were mostly involved in metabolic processes. This finding agrees with previous studies on both human LN biopsies and other murine lupus models.^36^^,^^37^ Indeed, when the gene expression profile of TLS, lymph nodes, and group 2 and 3 mice were compared with the published gene expression profile of kidney biopsies from patients with SLE and LN, some of the genes were common.^31^ Among these genes, C1q, *Ptpn22*, and *Tnfsf13b* (BAFF) are involved in the development of LN.^38^, ^39^, ^40^

In addition to the strong gene signature of immunoglobulins, an early activation of T cells and natural killer cells in group 2 mice were identified. It has been previously reported that T cells are infiltrating the kidneys at an early stage.^5^^,^^22^ Many of the genes seen up-regulated in group 2 mice are involved in transcriptional and epigenetic regulation of TFH cells.^41^ TFH cells are essential for B-cell activation in germinal centers.^42^ Together with the expression of various immunoglobulin genes and the composition of B cells, FDCs, and TFH cells, this finding indicates that the TLS may have functional germinal centers that may be involved in the disease development. The local production of kidney-specific autoantibodies may transfer the disease from a silent nephritis to a clinical active disease. However, the gene expression profiles also indicate that the TLS may have a regulatory effect. FoxP3 Tregs were found in the cortex and medulla in addition to the TLS, increasing with disease progression. Tregs in SLE have been extensively studied, but they reveal a large heterogeneity and the results are contradictory.^43^ However, evidence indicates that an increased amount of Tregs are found in patients with SLE,^42^ especially within the kidneys of patients with LN.^44^^,^^45^ Interestingly, in recently published data, a unique thymus-derived Treg population was found to be increased in patients with SLE.^46^ Hanaoka et al^46^ also found infiltration of these Tregs within kidney biopsies from patients with active LN. The results from our comparison to the human single-cell gene expression data indicated a similar finding. In a study on kidney infiltrating T cells in MRL lpr mice, an exhausted phenotype was found,^47^ which could be caused by regulation (Treg) in TLS and thereby have an inhibitory effect on T cells. However, in a recently published article on single-cell sequencing of immune cells isolated from kidney biopsies of patients with LN, the authors did not find this exhausted phenotype.^32^ They found a subset of regulatory cells, particularly TFH regulatory cells, indicating that more studies on the role of TLS in kidney diseases are needed.

The role of macrophages, DCs, and B cells in the progression of LN has been extensively studied in humans and mice.^48^^,^^49^ In studies using DC depletion and DC plus B-cell Myd88 deletion, perivascular and peritubular infiltrates were decreased in DC-depleted and Myd88-deleted lupus-prone animals compared with sick control mice.^49^^,^^50^ Nevertheless, the fact that the peritubular infiltrates were diminished but still present indicates a role for cells other than DCs and B cells in the induction of TLS. This assumption was confirmed because B cells and DCs were not found in the early aggregates that consisted of mainly macrophages, T cells, and intrinsic kidney cells. The gene expression analyses found an increased expression of monocyte and macrophage-related genes to be up-regulated during the progression of the disease. A study by Schiffer et al^48^ found that macrophages are one of the first immune cells to be activated and increased in the development of LN. They also found that the effect of interferon-α not only activates the innate immune system but that the anti-dsDNA antibody induction and clinical SLE driven by interferon-α are dependent on CD4^+^ T cells.^51^ The activation and infiltration of T cells within the kidney and the formation of TLS need to be further studied to determine whether TLS have an active role in driving the disease from a silent to a clinical active disease or whether TLS may have an inhibitory effect on the disease progression.

The current study results are in line with and extend previous results because structures that resembled TLS in the cortex of human kidney biopsies taken from patients with SLE and LN were associated with tubular basement membrane immune complexes.^12^ Clark et al^12^ described three patterns of tubulointerstitial infiltrates in the kidneys of patients with SLE, starting from diffuse scattered, lymphocytic infiltration and continuing through T/B aggregates to germinal centers (characterized by the spatial cellular organization and FDCs). The germinal centers were found for only 6% of the biopsies analyzed. In a retrospective study on kidney biopsies from patients with IgA nephropathies, a strong association with TLS formation and the severity of disease was found.^11^ Patients with high-grade TLS exhibited a higher percentage of mesangial hypercellularity and crescents as well as severe interstitial and arterial lesions.^11^ In the current study's findings in kidneys of lupus-prone mice, the same patterns could be observed, often within the same kidney, and sometimes interconnected to larger structures in the hilum. Given that the human kidney biopsies are mainly taken from the cortical region of the kidneys, it is interesting that huge aggregates within the pelvic area of the kidney can be observed. We hypothesize that the kidney of patients with SLE may develop the same large structures because we observed similar patterns of immune cells within the cortex of murine kidneys as within human LN biopsies. However, the discovery of large TLS in human kidneys is unlikely with current methods because the detection of these structures is dependent on kidney biopsies. Developing new *in vivo* imaging methods, such as positron emission tomography/magnetic resonance imaging, to detect these structures at an early phase may lead to early diagnosis and better treatment strategies.

## References

[1] Rekvig O.P., Thiyagarajan D., Pedersen H.L., Horvei K.D., Seredkina N. (2016). Future perspectives on pathogenesis of lupus nephritis: facts, problems, and potential causal therapy modalities. Am J Pathol.

[2] Seredkina N., van der Vlag J., Berden J., Mortensen E., Rekvig O.P. (2013). Lupus nephritis - enigmas, conflicting models and an emerging concept. Mol Med.

[3] Fenton K., Fismen S., Hedberg A., Seredkina N., Fenton C., Mortensen E.S., Rekvig O.P. (2009). Anti-dsDNA antibodies promote initiation, and acquired loss of renal Dnase1 promotes progression of lupus nephritis in autoimmune (NZB×NZW)F1 mice. PLoS One.

[4] Kalaaji M., Fenton K.A., Mortensen E.S., Olsen R., Sturfelt G., Alm P., Rekvig O.P. (2007). Glomerular apoptotic nucleosomes are central target structures for nephritogenic antibodies in human SLE nephritis. Kidney Int.

[5] Kanapathippillai P., Hedberg A., Fenton C.G., Fenton K.A. (2013). Nucleosomes contribute to increase mesangial cell chemokine expression during the development of lupus nephritis. Cytokine.

[6] Yung S., Cheung K.F., Zhang Q., Chan T.M. (2013). Mediators of inflammation and their effect on resident renal cells: implications in lupus nephritis. Clin Dev Immunol.

[7] Maria N.I., Davidson A. (2017). Renal macrophages and dendritic cells in SLE nephritis. Curr Rheumatol Rep.

[8] Tsokos G.C., Lo M.S., Costa R.P., Sullivan K.E. (2016). New insights into the immunopathogenesis of systemic lupus erythematosus. Nat Rev Rheumatol.

[9] Aloisi F., Pujol-Borrell R. (2006). Lymphoid neogenesis in chronic inflammatory diseases. Nat Rev Immunol.

[10] van de Pavert S.A., Mebius R.E. (2010). New insights into the development of lymphoid tissues. Nat Rev Immunol.

[11] Pei G., Zeng R., Han M., Liao P., Zhou X., Li Y., Zhang Y., Liu P., Zhang C., Liu X., Yao Y., Xu G. (2014). Renal interstitial infiltration and tertiary lymphoid organ neogenesis in IgA nephropathy. Clin J Am Soc Nephrol.

[12] Chang A., Henderson S.G., Brandt D., Liu N., Guttikonda R., Hsieh C., Kaverina N., Utset T.O., Meehan S.M., Quigg R.J., Meffre E., Clark M.R. (2011). In situ B cell-mediated immune responses and tubulointerstitial inflammation in human lupus nephritis. J Immunol.

[13] He N., Chen W.L., Long K.X., Zhang X., Dong G.F. (2016). Association of serum CXCL13 with intrarenal ectopic lymphoid tissue formation in lupus nephritis. J Immunol Res.

[14] Kelly F.M., Reddy R.N., Roberts B.R., Gangappa S., Williams I.R., Gooch J.L. (2009). TGF-beta upregulation drives tertiary lymphoid organ formation and kidney dysfunction in calcineurin A-alpha heterozygous mice. Am J Physiol Renal Physiol.

[15] Kang S., Fedoriw Y., Brenneman E.K., Truong Y.K., Kikly K., Vilen B.J. (2017). BAFF induces tertiary lymphoid structures and positions T cells within the glomeruli during lupus nephritis. J Immunol.

[16] Huang Y., Caputo C.R., Noordmans G.A., Yazdani S., Monteiro L.H., van den Born J., van Goor H., Heeringa P., Korstanje R., Hillebrands J.L. (2014). Identification of novel genes associated with renal tertiary lymphoid organ formation in aging mice. PLoS One.

[17] Sato Y., Mii A., Hamazaki Y., Fujita H., Nakata H., Masuda K., Nishiyama S., Shibuya S., Haga H., Ogawa O., Shimizu A., Narumiya S., Kaisho T., Arita M., Yanagisawa M., Miyasaka M., Sharma K., Minato N., Kawamoto H., Yanagita M. (2016). Heterogeneous fibroblasts underlie age-dependent tertiary lymphoid tissues in the kidney. JCI Insight.

[18] Bethunaickan R., Berthier C.C., Zhang W., Kretzler M., Davidson A. (2013). Comparative transcriptional profiling of 3 murine models of SLE nephritis reveals both unique and shared regulatory networks. PLoS One.

[19] Berthier C.C., Bethunaickan R., Gonzalez-Rivera T., Nair V., Ramanujam M., Zhang W., Bottinger E.P., Segerer S., Lindenmeyer M., Cohen C.D., Davidson A., Kretzler M. (2012). Cross-species transcriptional network analysis defines shared inflammatory responses in murine and human lupus nephritis. J Immunol.

[20] Berthier C.C., Kretzler M., Davidson A. (2017). A systems approach to renal inflammation in SLE. Clin Immunol.

[21] Berthier C.C., Kretzler M., Davidson A. (2012). From the large scale expression analysis of lupus nephritis to targeted molecular medicine. J Data Mining Genomics Proteomics.

[22] Dorraji S.E., Hovd A.K., Kanapathippillai P., Bakland G., Eilertsen G.O., Figenschau S.L., Fenton K.A. (2018). Mesenchymal stem cells and T cells in the formation of tertiary lymphoid structures in lupus nephritis. Sci Rep.

[23] Kalaaji M., Sturfelt G., Mjelle J.E., Nossent H., Rekvig O.P. (2006). Critical comparative analyses of anti-alpha-actinin and glomerulus-bound antibodies in human and murine lupus nephritis. Arthritis Rheum.

[24] Rekvig O.P., Moens U., Sundsfjord A., Bredholt G., Osei A., Haaheim H., Traavik T., Arnesen E., Haga H.J. (1997). Experimental expression in mice and spontaneous expression in human SLE of polyomavirus T-antigen: a molecular basis for induction of antibodies to DNA and eukaryotic transcription factors. J Clin Invest.

[25] Tillman D.M., Jou N.T., Hill R.J., Marion T.N. (1992). Both IgM and IgG anti-DNA antibodies are the products of clonally selective B cell stimulation in (NZB × NZW)F1 mice. J Exp Med.

[26] Aringer M., Costenbader K., Daikh D., Brinks R., Mosca M., Ramsey-Goldman R. (2019). 2019 European League Against Rheumatism/American College of Rheumatology classification criteria for systemic lupus erythematosus. Arthritis Rheumatol.

[27] Robinson M.D., Oshlack A. (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol.

[28] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[29] Clark J.Z., Chen L., Chou C.L., Jung H.J., Lee J.W., Knepper M.A. (2019). Representation and relative abundance of cell-type selective markers in whole-kidney RNA-Seq data. Kidney Int.

[30] Stock A.D., Der E., Gelb S., Huang M., Weidenheim K., Ben-Zvi A., Putterman C. (2019). Tertiary lymphoid structures in the choroid plexus in neuropsychiatric lupus. JCI Insight.

[31] Pamfil C., Makowska Z., De Groof A., Tilman G., Babaei S., Galant C., Montigny P., Demoulin N., Jadoul M., Aydin S., Lesche R., McDonald F., Houssiau F.A., Lauwerys B.R. (2018). Intrarenal activation of adaptive immune effectors is associated with tubular damage and impaired renal function in lupus nephritis. Ann Rheum Dis.

[32] Arazi A., Rao D.A., Berthier C.C., Davidson A., Liu Y., Hoover P.J. (2019). Accelerating medicines partnership in SLEn: the immune cell landscape in kidneys of patients with lupus nephritis. Nat Immunol.

[33] Adalid-Peralta L., Mathian A., Tran T., Delbos L., Durand-Gasselin I., Berrebi D., Peuchmaur M., Couderc J., Emilie D., Koutouzov S. (2008). Leukocytes and the kidney contribute to interstitial inflammation in lupus nephritis. Kidney Int.

[34] Davidson A., Aranow C. (2010). Lupus nephritis: lessons from murine models. Nat Rev Rheumatol.

[35] Shen Y., Sun C.Y., Wu F.X., Chen Y., Dai M., Yan Y.C., Yang C.D. (2012). Association of intrarenal B-cell infiltrates with clinical outcome in lupus nephritis: a study of 192 cases. Clin Dev Immunol.

[36] Rai G., Rai R., Saeidian A.H., Rai M. (2016). Microarray to deep sequencing: transcriptome and miRNA profiling to elucidate molecular pathways in systemic lupus erythematosus. Immunol Res.

[37] Gardet A., Chou W.C., Reynolds T.L., Velez D.B., Fu K., Czerkowicz J.M., Bajko J., Ranger A.M., Allaire N., Kerns H.M., Ryan S., Legault H.M., Dunstan R.W., Lafyatis R., Lukashev M., Viney J.L., Browning J.L., Rabah D. (2016). Pristane-accelerated autoimmune disease in (SWR X NZB) F1 mice leads to prominent tubulointerstitial inflammation and human lupus nephritis-like fibrosis. PLoS One.

[38] O'Flynn J., Flierman R., van der Pol P., Rops A., Satchell S.C., Mathieson P.W., van K.C., van der Vlag J., Berden J.H., Daha M.R. (2011). Nucleosomes and C1q bound to glomerular endothelial cells serve as targets for autoantibodies and determine complement activation. Mol Immunol.

[39] Mohan C., Putterman C. (2015). Genetics and pathogenesis of systemic lupus erythematosus and lupus nephritis. Nat Rev Nephrol.

[40] Collison J. (2017). Lupus nephritis: novel role for BAFF in tertiary lymphoid neogenesis. Nat Rev Rheumatol.

[41] Qiu H., Wu H., Chan V., Lau C.S., Lu Q. (2017). Transcriptional and epigenetic regulation of follicular T-helper cells and their role in autoimmunity. Autoimmunity.

[42] Linterman M.A., Rigby R.J., Wong R.K., Yu D., Brink R., Cannons J.L., Schwartzberg P.L., Cook M.C., Walters G.D., Vinuesa C.G. (2009). Follicular helper T cells are required for systemic autoimmunity. J Exp Med.

[43] Li W., Deng C., Yang H., Wang G. (2019). The regulatory T cell in active systemic lupus erythematosus patients: a systemic review and meta-analysis. Front Immunol.

[44] Ferreira R.C., Castro Dopico X., Oliveira J.J., Rainbow D.B., Yang J.H., Trzupek D., Todd S.A., McNeill M., Steri M., Orru V., Fiorillo E., Crouch D.J.M., Pekalski M.L., Cucca F., Tree T.I., Vyse T.J., Wicker L.S., Todd J.A. (2019). Chronic immune activation in systemic lupus erythematosus and the autoimmune PTPN22 Trp(620) risk allele drive the expansion of FOXP3(+) regulatory T cells and PD-1 expression. Front Immunol.

[45] Shakweer M.M., Behairy M., Elhefnawy N.G., Elsaid T.W. (2016). Value of Foxp3 expressing T-regulatory cells in renal tissue in lupus nephritis; an immunohistochemical study. J Nephropathol.

[46] Hanaoka H., Nishimoto T., Okazaki Y., Takeuchi T., Kuwana M. (2020). A unique thymus-derived regulatory T cell subset associated with systemic lupus erythematosus. Arthritis Res Ther.

[47] Tilstra J.S., Avery L., Menk A.V., Gordon R.A., Smita S., Kane L.P., Chikina M., Delgoffe G.M., Shlomchik M.J. (2018). Kidney-infiltrating T cells in murine lupus nephritis are metabolically and functionally exhausted. J Clin Invest.

[48] Schiffer L., Bethunaickan R., Ramanujam M., Huang W., Schiffer M., Tao H., Madaio M.P., Bottinger E.P., Davidson A. (2008). Activated renal macrophages are markers of disease onset and disease remission in lupus nephritis. J Immunol.

[49] Teichmann L.L., Ols M.L., Kashgarian M., Reizis B., Kaplan D.H., Shlomchik M.J. (2010). Dendritic cells in lupus are not required for activation of T and B cells but promote their expansion, resulting in tissue damage. Immunity.

[50] Teichmann L.L., Schenten D., Medzhitov R., Kashgarian M., Shlomchik M.J. (2013). Signals via the adaptor MyD88 in B cells and DCs make distinct and synergistic contributions to immune activation and tissue damage in lupus. Immunity.

[51] Liu Z., Bethunaickan R., Huang W., Lodhi U., Solano I., Madaio M.P., Davidson A. (2011). Interferon-alpha accelerates murine systemic lupus erythematosus in a T cell-dependent manner. Arthritis Rheum.

How the deposited data were processed for this re-analysis (not part of the article)

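RNA was measured in 14 libraries of NZB/W mice, 4 of kidney, 3 of TLS and 3 of lymph node of proteinuric mice, 3 of lymph node of anti-dsDNA antibody-positive mice and 1 lymph node library labelled young. The authors sequenced poly(A) RNA on an Ion Torrent PGM, mapped and counted the reads per gene in CLC Genomics Workbench 8 against GRCm38 with default settings, and deposited a signal per gene and library, which the values show to be whole numbers divided by the DESeq size factor of the library. The factor was taken as 1 over the smallest signal of the library, so no product with it can be below 1. In 100% of the values, the signal times this factor was a whole number. The size factors computed from these whole numbers over the 14 libraries equalled the factors so taken. The authors' table was therefore read as the number of reads plus 1, divided by the size factor. The paper's text does not name the added read or the size factors.

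The reads were recovered by multiplying by the size factor and subtracting 1. Of the 13982 genes, 406 had no read in any library. The number of reads per library was between 343825 and 443379 (median 387398), and outside ribosomal RNA genes between 167440 and 405739. A count of 3 reads, taken as the floor, was worth a normalized value between 2.36 and 5.32. Shares of reads in single libraries are given with 95% Wilson intervals, which cover counting error only. Genes were matched to Ensembl identifiers through the supplement (3689 genes) or their symbol (9748 genes), and 545 were not matched.

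The 3 tissues of proteinuric mice were compared in one fit of 10 libraries with limma 3.58.1 (trend and robust moderation) in R 4.3.3, on log2(value + 1), for the 7382 genes with a mean value of at least 5. A gene was called DE at a Benjamini-Hochberg adjusted p under 0.05. The 3 lymph node libraries of antibody-positive mice were compared with the 3 of proteinuric mice in a fit of their own (6810 genes tested). The library labelled young was described only. All 4 kidney libraries were kept, since the paper gives n = 3 without naming them. Overlaps against the shared kidney libraries were set beside 20 simulations of unchanged groups. Shares of antibody constant region reads were compared with exact two-sided permutation tests.

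The genes named were chosen by rule: in each comparison and direction, the 5 DE genes with the largest absolute log2 fold change whose libraries did not overlap, without variable, joining and diversity segments and numbered copies, and the genes that the paper names or that are in the lists of marker genes. The design of these comparisons, the rule for named genes, the lists of marker genes and all alternatives but one were set before the data were examined. Btk and Tyrobp were named after their values were seen. One gene that the rule names is not reported here, and counts of named genes leave it out. The alternatives were count tests on the recovered reads (edgeR 4.0.16 quasi-likelihood test with TMM or DESeq2 size factors, edgeR likelihood ratio test, DESeq2 1.42.0 Wald test), other filters on low values, pseudocounts of 0.1, 0.5 and 5, a log2 fold change of at least 1, the mouse as a replicate block, only the 2 tissues compared, all 7 lymph node libraries as one group, leaving out antibody and T-cell receptor segment genes, and leaving out each library in turn. The alternative chosen after seeing the data was DESeq2's Wald test on the reads plus 1 of all 14 libraries. It was chosen among 8 such fits for its closeness to the fold changes in the paper's supplement, so it is no independent check on them.

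The tests were tried on simulated data with 200 changed genes. The limma test, run on 7404 genes, recovered 117 (58.5%) of them, and 8 of its 125 calls (6.4%) were false. The quasi-likelihood test recovered 59.0% with 7.09% false calls, the likelihood ratio test 76.0% with 13.6%, and DESeq2 79.0% with 12.2%. A simulated share of kidney RNA of 20% was recovered as 19.3% from 16 genes.

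Mouse numbers link tissues of one animal, as TLS and kidney tissue came from the same kidney. The deviations from the tissue means had a median correlation across genes of 0.114 (range -0.335 to 0.454) in the 8 pairs of libraries of one mouse and of 0.0353 (range -0.498 to 0.512) in the 25 pairs of different mice. This pooled figure hides the kidney and TLS pairs. The 3 pairs from one mouse had correlations of 0.351, 0.364 and 0.454, and the 9 pairs of kidney and TLS from different mice had a median of -0.239 (range -0.498 to 0.361). The highest of these 9 joined kidney of mouse 117 and TLS of the mouse aged 25 weeks, with 55.6% and 21.3% ribosomal RNA. Kidney of mouse 117 and lymph node of mouse 6 (31.8%) correlated at 0.512, but kidney and lymph node of mouse 117 at -0.335. A relation by mouse was thus not told apart from library quality. The fit without the replicate block leaves out any such relation. The whole kidneys of groups 1 to 3, real-time PCR and histology were not analysed here.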

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

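Of the tests in this part, those on Igha, on reads from other lymph nodes and on fat around the lymph nodes were chosen only after the results were seen.

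Of 68 values compared across the 4 kidney libraries, 7 had 1 library far from the other 3 by Dixon's test, where chance gives 3.4. The library of mouse 117 was apart in 3 of them, that of the mouse aged 25 weeks in 3, that of mouse 20 in 1 and that of mouse 6 in 0. Ribosomal RNA genes took 55.6% of the reads in kidney of mouse 117, and between 1.64% and 5.13% in the other kidneys. Of the genes DE between kidney and TLS, 74.6% (809) were also DE without this library, so most of these calls did not need it. Leaving out kidney of the mouse aged 25 weeks, with 5.13% ribosomal RNA, kept 683. TLS of that mouse, with 21.3%, stayed in both fits. An effect of a few abundant transcripts on the calls was therefore not excluded. In the same library Wfdc2 had a normalized value of 200.6, against 274.7 to 288.2 in the others, and Ighg3 took 24.7% of heavy-chain constant region reads, against 9.87% to 11.4%. In kidney of the mouse aged 25 weeks Umod was at 2705 (705.2 to 892.8 in the others) and Aqp2 at 103.1 (37.27 to 44.7). Without that library, the number of kidney versus TLS DE genes was 692 in place of 1084. In kidney of mouse 20 the median log2 value of the 5 genes of the plasma cell list was 3.103, against 2.163 to 2.186, but their mean was 3.05, against 2.08 to 2.94, so by the mean this library did not stand apart. Each age is that of 1 mouse, so age, disease stage and handling cannot be told apart, and no biological explanation was tested.

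Igha took 2.63% of heavy-chain constant region reads in kidney of the mouse aged 25 weeks (4 of 152 reads, Wilson interval 1.03% to 6.57%) and 11.4% to 13.1% in the other kidneys. The mean share was 9.81% ± 4.84 in kidney (SD, n = 4) and 1.16% ± 0.703 in lymph node (SD, n = 3; exact two-sided permutation p = 0.0571, 0.15 after Benjamini-Hochberg adjustment over 6 tests, smallest p possible 0.0286). Against TLS (2.44% ± 0.786, SD, n = 3) the exact permutation p was 0.0857, or 0.15 adjusted. Neither difference passes the correction. Counting error in libraries with few heavy-chain reads is argued against by 3 kidney libraries whose intervals lie above those of every TLS and lymph node library of proteinuric mice. TLS fragments in the kidney samples are argued against by the median kidney share of 11.8%, since the highest share in a TLS or lymph node library of these mice was 3.35%. Constant region genes are alike in sequence, and how their reads were split was not tested. Plasma cells of another class in kidney outside TLS stay open as an untested biological explanation.

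The paper names no result for the lymph node library labelled young on its own, although the fold changes in its supplement were met by a fit that counts this library among the lymph nodes. In it the 4 immunoglobulin G genes together had a normalized value of 18846. The 6 other lymph node libraries had between 13255 and 27380 (median 18459). Ighg3 was at 9550, above their range of 3898 to 9279. Reads from the other lymph node libraries are argued against, since the library labelled young had 102% of their median, which a small share of carried-over reads cannot give. A mislabelled sample stays open, as 6 of 6 plasma cell genes were within or above the range of the other lymph nodes. With 1 such library this cannot be told apart from antibody-forming cells at 4 weeks of age, which were not tested.

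Ucp1, a gene of brown fat, had a normalized value of 580.5 in 1 lymph node library of antibody-positive mice (aged 18 weeks), the highest of the 7 lymph node libraries. The lowest of the others was at 8.34 and the library labelled young at 183. Fat around the lymph nodes, taken with them, may be the source. The mean correlation between 7 adipocyte genes across the 7 lymph node libraries was 0.816, and 0 of 2000 random lists of genes were as high (highest 0.586, median 0.0385). This library was prepared with the kit used for antibody-positive mice only, and no biological explanation was tested.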

How the results depend on the processing

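None of the values in this part comes from a test chosen after the result was seen, apart from DESeq2's Wald test on the reads plus 1 of all 14 libraries, chosen after seeing the data.

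The number of kidney versus TLS DE genes (1084) was between 793 and 1377 under the alternatives that kept all libraries. It was 692 without kidney of the mouse aged 25 weeks, and ranged from 530 (without TLS of mouse 6) to 1344 (without TLS of the mouse aged 25 weeks) across the 10 fits that each left out one library. The share up-regulated in kidney was 41.3%, and 33.0% with edgeR's quasi-likelihood test under DESeq2 size factors, 30.9% with its likelihood ratio test, 28.1% with DESeq2 and 24.1% with the quasi-likelihood test under TMM. Without TLS of mouse 6, the genes higher in kidney than in TLS fell from 448 to 146. The scalings moved the median log2 fold change of all genes, from 0.01 to -0.11 in both edgeR tests under TMM. The number of kidney versus lymph node DE genes (3230) was between 2613 and 4444, and from 2648 to 3272 with one library left out.

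The number of lymph node versus TLS DE genes (780) was 518 with only the 2 tissues compared, 1280 with all 7 lymph node libraries and 1312 with the test chosen after seeing the data. With one library left out it ranged from 480 (without lymph node of mouse 117) to 977 (without TLS of mouse 6), and it was 481 without TLS of the mouse aged 25 weeks. With the mouse as a replicate block it was 569, the number of kidney versus TLS DE genes 1204 and that of kidney versus lymph node DE genes 2951. The block took the genes higher in lymph node than in TLS from 125 to 51, and moved no other count and no call of a named gene past its threshold. This count was 35 with the quasi-likelihood test under TMM, 446 with all 7 lymph node libraries and 31 to 246 with one library left out (without TLS of the mouse aged 25 weeks and of mouse 6). The share higher in lymph node was 16.0%, and 5.12% with the quasi-likelihood test, 27.3% with a pseudocount of 5 and 34.8% with all 7 lymph node libraries. The median log2 fold change of all genes, 0.04, was -0.12 in both edgeR tests under TMM, 0.12 with all 7 lymph node libraries and with the block, 0.14 with the 2 tissues and 0.13 with the test chosen after seeing the data. For kidney versus lymph node it was -0.05, and -0.10 with DESeq2 and -0.17 with all 7 lymph node libraries.

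The number of TLS genes shared with lymph node (607) ranged from 369 (without TLS of mouse 6) to 689 (without TLS of the mouse aged 25 weeks), and was between 432 and 775 otherwise. The number of TLS genes not shared with lymph node (29) was 15 and 16 with the quasi-likelihood test under DESeq2 and TMM factors, 57 with no filter on low values and 17 with values of at least 10 in at least 3 libraries, which test other numbers of genes. It ranged from 15 (without TLS of mouse 6) to 34 (without lymph node of mouse 6). In the paper gene lists in TLS, 463 genes were higher in TLS, from 309 (without TLS of mouse 6) to 492 (without TLS of the mouse aged 25 weeks).

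In antibody-positive versus proteinuric lymph node DE genes the count was 0 (215 genes at an unadjusted p under 0.05), 13 with DESeq2's Wald test and 18 with edgeR's likelihood ratio test. It ranged from 0 to 5 (without antibody-positive replicate 11) with one library left out. The TLS similarity to lymph node (rho 0.696) was 0.549 over the 500 most variable genes and 0.613 to 0.754 with one library left out. The TLS similarity to kidney (0.654) exceeded it without antibody and T-cell receptor segment genes (0.707 against 0.684), without kidney of the mouse aged 25 weeks (0.693 against 0.683) and without TLS of mouse 6 (0.692 against 0.613). The kidney tissue in TLS libraries, 27.8% of the kidney value in the median gene, was 30.7% and 30.1% over genes at least 10-fold and 200-fold higher in kidney, and 18.8% (without TLS of the mouse aged 25 weeks) to 39.2% (without kidney of that mouse) with one library left out.

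For Ighg2c lymph node versus TLS, the log2 fold change of 0.32 (limma, Benjamini-Hochberg adjusted p = 0.807) reversed to -0.0301 in both edgeR tests under TMM, to -0.0487 with the test chosen after seeing the data and to -0.073 without TLS of the mouse aged 25 weeks, and was 0.88 without TLS of mouse 6. It was not DE in any of these fits. Over the 76 comparisons of named genes, 1838 of 1879 values had the same direction and side of the threshold, 14 were weaker, 23 stronger and 4 reversed, and in 65 comparisons no value changed. The cause of these changes was not tested. Libraries of at most 443379 reads leave genes below a mean value of 5 untested, and fold changes against a tissue with at most 3 reads are lower bounds.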

Differences from the paper's values

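No test in this part was chosen after the result was seen, apart from DESeq2's Wald test on the reads plus 1 of all 14 libraries, which was chosen after seeing the values.

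The paper's supplement lists 1274 DE genes between lymph node and TLS, and 780 were found here. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (963), no filter on low values (911), all 7 lymph node libraries (1280) and leaving out TLS of mouse 6 (977) came within 1.5 times, and the others did not. The test chosen after seeing the values gave 1312. Higher in lymph node were the paper's 369 genes and 125 here. All 7 lymph node libraries (446) and leaving out TLS of mouse 6 (246) came within 1.5 times, none of the other alternatives set before did, and the test chosen after seeing the values gave 401. Of genes up-regulated in TLS and not shared with lymph node, the paper's supplement lists 44 and 29 were found here. DESeq2's Wald test on the recovered reads (34), the likelihood ratio test (34), no filter (57) and leaving out kidney of mouse 20 (31), lymph node of mouse 117 (31) or lymph node of mouse 6 (34) came within 1.5 times, the others set before did not, and the test chosen after seeing the values gave 38.

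Of 52 log2 fold changes in the paper's supplement, all 52 had the sign found here, 30 were within the standard error and 22 were not. In 19 of the 22 one tissue had at most 3 reads in each library. Such fitted values depend on the pseudocount and are given only beside the paper's. For kidney over TLS, the paper's value and that found here were -3.95 and -3.514 for Cxcl13, -3.834 and -2.778 for Ccr7, -5.209 and -4.369 for Pou2af1, 3.449 and 2.797 for Slc26a1, 3.423 and 2.691 for Smlr1, -4.922 and -4.26 for Krt5, -4.902 and -4.027 for Krt15, -4.146 and -3.213 for Cxcr5, -3.198 and -2.341 for Pdcd1, -2.79 and -2.366 for Ikzf1, and -3.591 and -2.921 for Batf. For lymph node over TLS, they were 6.656 and 4.721 for Marco, 4.745 and 3.555 for Timd4, 2.932 and 2.499 for Lyz1, -11.18 and -9.667 for Kap, -9.561 and -8.465 for Umod, -7.556 and -6.489 for Cdh16, -7.593 and -6.381 for Spink3, -7.27 and -6.212 for Wfdc2, -7.274 and -5.865 for Upk3a, -6.433 and -4.989 for Krt5, and -6.427 and -5.211 for Aqp2.

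Of the alternatives set before the data were examined, a pseudocount of 0.1 brought 18 of the 22 within the error, all but Marco, Timd4, Kap and Krt5 in lymph node versus TLS, and a pseudocount of 0.5 brought 7, which were Cxcl13, Smlr1, Krt5, Krt15, Ikzf1 and Batf for kidney versus TLS and Lyz1. The quasi-likelihood test under DESeq2 size factors reached Timd4, Kap and Krt5 for kidney versus TLS, DESeq2's Wald test on the recovered reads reached Timd4, Lyz1 and Kap, and both edgeR tests under TMM and the fit without TLS of mouse 6 reached Kap. Leaving out TLS of mouse 6 also reached Cxcl13 and Lyz1, leaving out kidney of mouse 20 Cxcl13 and Batf, leaving out kidney of mouse 6 Smlr1, Krt5 and Krt15 for kidney versus TLS, leaving out TLS of mouse 20 Smlr1, Krt5, Krt15 and Batf, leaving out lymph node of mouse 6 Lyz1, leaving out TLS of the mouse aged 25 weeks Ikzf1, and all 7 lymph node libraries Lyz1. None of the alternatives set before reached Marco or Krt5 for lymph node versus TLS. The test chosen after seeing the values reached all 22.

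That test was the closest of 8 DESeq2 fits tried. It gave log2 fold changes within 0.001 of the paper's for 1069 of 1069 genes of Supplemental Table S2 and 1271 of 1271 genes of Supplemental Table S4, with largest differences of 2.78e-05 and 4.13e-05. In the part of Supplemental Table S1 used here it was within 0.001 for 1997 of 1997 genes between kidney and TLS, and for 1994 of 1997 in each of the other comparisons (largest difference 2.86). The same test on the 10 libraries of proteinuric mice gave 0 of 1271 within 0.001, with a median difference of 0.0858. The paper's text does not name this test, so it is the setting under which the values fall within the paper's.

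The paper lists all genes of Table 5 as DE between kidney and TLS. Btk and Tyrobp were not DE here (limma, Benjamini-Hochberg adjusted p = 0.104 and 0.0658, range over their alternatives 0.00312 to 0.363 and 0.0175 to 0.281). Btk was DE with DESeq2's Wald test on the recovered reads, with all 7 lymph node libraries and without TLS of the mouse aged 25 weeks, Tyrobp with that Wald test and both edgeR tests under TMM, and both with the test chosen after seeing the values. Of the genes that the paper lists as up-regulated in kidney and in TLS, 353 of the 413 tested and 552 of the 629 tested were DE in that direction here. Of those it lists as higher in lymph node and in TLS, 104 of 297 and 620 of 838 were. Vtn, which the paper labels between lymph node and TLS, was below the filter and was not tested.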

Other observations

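Of the tests in this part, those on perirenal fat, on dilution, on Igkc and on the position of the TLS libraries were chosen only after the result was seen. For the test of one uniform share of kidney tissue, genes at least 50-fold higher in kidney than in lymph node held 1 collecting duct gene, so those at least 10-fold higher were used, a choice made after that was seen.

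Of the genes higher in TLS than in lymph node, 87.2% had a kidney mean at or above the TLS mean, so kidney tissue carried into the dissected TLS samples may account for part of them. These genes were selected for a TLS value above that in lymph node, which favours high TLS values. The values that follow therefore cannot show how high a share of kidney tissue would be needed. In the median gene the TLS mean was 45.3% of the kidney mean, 260 genes (39.7%) were higher in kidney than in TLS (limma, Benjamini-Hochberg adjusted p under 0.05), and 19.1% had a TLS mean within a mixture of 27.8% kidney, the share in the median kidney gene, and the rest lymph node. One uniform share of kidney tissue is argued against, because genes of the collecting duct and of the proximal tubule differed by 52.5 percentage points in their ratio of TLS to kidney (76.1% over 4 genes and 23.6% over 14 genes, SDs between TLS libraries 17.7 and 16.4), in the same direction in 3 of 3 libraries. By the genes at least 50-fold higher in kidney, the share was 13.0% in TLS of mouse 6, 25.1% in TLS of mouse 20 and 51.5% in TLS of the mouse aged 25 weeks. On a scale where kidney is 0 and lymph node is 1, these libraries were at 0.647, 0.516 and 0.358, and their proximal tubule genes at 10.4%, 20.4% and 42.5% of the kidney value. The 3 of 3 libraries in the same order by position and by proximal tubule ratio, a measure of the share of kidney tissue in each TLS sample, leave open whether that share sets the position, since 3 libraries are too few and both measures contain kidney genes. Kidney cells near the TLS that differ from the rest of the kidney stay open and untested.

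The TLS genes not shared with lymph node include uroplakins and keratins, and the list of 7 urothelium genes tested that the study names had a median log2 fold change of kidney over TLS of -3.99. Urothelium of the renal pelvis in the TLS samples could be their source, but of 2 tested urothelium genes that the study does not name, 0 were higher in TLS than in both other tissues, and at an unadjusted p under 0.05 there was 1, Krt7 (limma, unadjusted p = 0.0443 against kidney, 0.16 after Benjamini-Hochberg adjustment). The median log2 fold change of kidney over TLS of these 2 genes was -0.0367. Over lymph node, kidney was at a median of 2.30 for them (1.46 at their bound), and at 0.595 (0 at the bound) for the 7 named genes. The 2 genes are too few, and too high in kidney, to decide. The 8 adipocyte genes together had 369 reads in TLS of mouse 20, 1 in TLS of mouse 6 and 0 in TLS of the mouse aged 25 weeks and in each kidney. In TLS of mouse 20, Cfd had a value of 152, Ucp1 of 71.5 and Cidea of 34.6, so fat could be part of that sample. Perirenal fat in the TLS samples as the source of the genes not shared with lymph node is argued against, because they were raised over kidney by a median log2 fold change of 1.99 in TLS of mouse 6 and 2.92 in that of the mouse aged 25 weeks (genes at the floor in kidney at their bound), which had almost no adipocyte reads, and by 1.05 in TLS of mouse 20. Over the 3 libraries the adipocyte list had a median log2 fold change of kidney over TLS of -1.08, or -0.54 with genes at their bound, and no gene was DE.

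Dilution of lymphoid RNA by kidney RNA in the TLS samples could lower all lymphoid genes alike. It was tested on genes found higher in lymph node without one TLS library and measured in that library. Their median exceeded that of the B-cell list by 0.567 on average on the log2 scale of lymph node over TLS (SD 0.77; 1.44 for TLS of the mouse aged 25 weeks, 0.276 for mouse 20 and -0.0144 for mouse 6), which does not decide. When a lymph node library was left out and measured as well, the median was between -0.015 and 2.08 and above the B-cell list in 3 of 9 fits, so the size of these differences held poorly in libraries not used to find the genes. The 5 sinus macrophage genes had a median log2 fold change of lymph node over TLS of 3.55, or 3.53 with genes at their bound, the B-cell list of 0.99, the T-cell list of 1.45 and the plasma cell list of 0.74. Cd209b, Marco and Timd4 of the sinus macrophage list are among the genes that define the difference, and 4 of the 5 genes were at the floor in TLS, so this list decides nothing on dilution. Dilution and a lack of sinuses in TLS both stay open.

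Between the antibody-positive and proteinuric lymph nodes, 0 of 6810 genes were DE (limma, Benjamini-Hochberg; 215 at an unadjusted p under 0.05; smallest adjusted p 0.1). The RNA extraction kit differs between these groups. The library labelled young was prepared as the proteinuric ones. Its side was to be read on the DE genes of limma, of which there were 0. It was not read on those of DESeq2's Wald test or edgeR's likelihood ratio test. Kit and antibody status were therefore not told apart. Fcgr4 and Cd5l, chosen after their values were seen, had log2 fold changes of -3.50 and -3.04 (limma, Benjamini-Hochberg adjusted p = 0.1 for both), lower in each of the 3 antibody-positive libraries. With a count of 0, all 10 of the 10 splits of the 6 libraries give as many by construction (at most 3), so the splits decide nothing here.

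Macrophage genes exceeded B-cell genes by 1.53 on the log2 scale of kidney over TLS (2.34, 2.65, 1.19 and -0.08 in kidney of mice 6 and 20, of the mouse aged 25 weeks and of mouse 117; SD 1.24). By these lists, TLS fragments in the kidney samples could not be excluded as the source of immune transcripts there, as the kidneys spread widely. For Igha reads alone, the median kidney share of 11.8%, against at most 3.35% in TLS, argues against TLS fragments as the only source. Kidney of the mouse aged 25 weeks, at 2.63%, does not. The share of immunoglobulin M and D among heavy-chain constant region reads was 14.4% ± 2.91 in kidney (SD, n = 4), 11.2% ± 2.93 in TLS (SD, n = 3) and 16.8% ± 4.52 in lymph node (SD, n = 3). Exact two-sided permutation tests gave p = 0.457 for kidney and p = 0.2 for TLS against lymph node (0.457 and 0.24 after Benjamini-Hochberg adjustment over 6 tests), and the smallest p possible was 0.0286 and 0.1, so the test for TLS could not have passed 0.05. More class-switched antibody RNA in kidney or in TLS stays open. Ighg2c took 50.7% ± 4.16 in TLS and 35.8% ± 2.5 in lymph node, and Ighg3 16.3% ± 0.656 and 26.9% ± 3.54 (SD, n = 3; exact permutation p = 0.1, the smallest possible, and 0.15 adjusted). These genes are alike in sequence.

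Kappa variable segments had more reads than Igkc in 14 of 14 libraries, with a median ratio of 92 (range 1.19 to 169, and at least 26.8 in TLS and lymph node). Reads on Igkc left out of the counting could be the cause. Heavy-chain constant regions had more reads than variable segments in 12 of the 14 libraries (ratio 0.884 to 1.69, median 1.24), not in all of them as that comparison required, so the explanation stays open.

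The samples were also split in other ways. Of the 35 splits of the kidney and TLS libraries, 1, the real one, gave as many kidney versus TLS DE genes (highest other 193), 1 as many TLS genes shared with lymph node (highest other 1) and 1 as many Table 5 genes higher in TLS (highest other 0). For kidney versus lymph node, 1 of 35 did (highest other 1564). For lymph node versus TLS, 1 of 10 did (highest other 1), a share that cannot be under 0.1. For TLS genes not shared with lymph node, 2 of 35 did, the other being the split of both tissues of mice 6 and 20 from the remaining libraries, with 48 genes. It parts no pair, whereas among the 8 splits that part 3 pairs the real one alone gave as many. That split follows mouse, age and ribosomal RNA share alike, and it gave more such genes than the tissues did. Ribosomal RNA genes took 1.64% to 2.73% of the reads on the side of mice 6 and 20. On the other side they took 5.13% to 55.6%.

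Over the remaining lists of marker genes, the median log2 fold change of kidney over TLS was 2.19 for the proximal tubule (9 of 14 genes DE), 0.60 for the thick ascending limb, 2.08 for the distal convoluted tubule (1.54 with 1 gene at its bound), 0.12 for the collecting duct, 1.46 for podocytes, -0.48 for smooth muscle, -0.89 for lymphoid tissue induction (2 of 5 genes DE) and -1.70 for lymphatic endothelium.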
